# Transgelin gene is frequently downregulated by promoter DNA hypermethylation in breast cancer

**DOI:** 10.1186/s13148-015-0138-5

**Published:** 2015-09-28

**Authors:** Nilufer Sayar, Gurbet Karahan, Ozlen Konu, Betul Bozkurt, Onder Bozdogan, Isik G. Yulug

**Keywords:** DNA methylation, Hypermethylation, Breast cancer, TAGLN, SM22 alpha, Prognosis, Diagnosis

## Abstract

**Background:**

CpG hypermethylation in gene promoters is a frequent mechanism of tumor suppressor gene silencing in various types of cancers. It usually occurs at early steps of cancer progression and can be detected easily, giving rise to development of promising biomarkers for both detection and progression of cancer, including breast cancer. 5-aza-2′-deoxycytidine (AZA) is a DNA demethylating and anti-cancer agent resulting in induction of genes suppressed via DNA hypermethylation.

**Results:**

Using microarray expression profiling of AZA- or DMSO-treated breast cancer and non-tumorigenic breast (NTB) cells, we identified for the first time *TAGLN* gene as a target of DNA hypermethylation in breast cancer. *TAGLN* expression was significantly and frequently downregulated via promoter DNA hypermethylation in breast cancer cells compared to NTB cells, and also in 13/21 (61.9 %) of breast tumors compared to matched normal tissues. Analyses of public microarray methylation data showed that *TAGLN* was also hypermethylated in 63.02 % of tumors compared to normal tissues; relapse-free survival of patients was worse with higher *TAGLN* methylation; and methylation levels could discriminate between tumors and healthy tissues with 83.14 % sensitivity and 100 % specificity. Additionally, qRT-PCR and immunohistochemistry experiments showed that *TAGLN* expression was significantly downregulated in two more independent sets of breast tumors compared to normal tissues and was lower in tumors with poor prognosis. Colony formation was increased in *TAGLN* silenced NTB cells, while decreased in overexpressing BC cells.

**Conclusions:**

*TAGLN* gene is frequently downregulated by DNA hypermethylation, and *TAGLN* promoter methylation profiles could serve as a future diagnostic biomarker, with possible clinical impact regarding the prognosis in breast cancer.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13148-015-0138-5) contains supplementary material, which is available to authorized users.

## Background

Breast cancer is the most common cancer in women, constituting 29 % of new cancer cases estimated for 2015 in US. Breast cancer can be classified according to molecular and histological subtypes with the most aggressive behavior usually being attributed to the triple negative (TN) subtypes, characterized with loss of estrogen, progesterone, and Her2 receptor expressions [1–3].

Epigenetic changes are heritable changes in gene expression patterns that do not involve alterations in the nucleotide sequence of DNA [4]. DNA methylation is a well-known mechanism for epigenetic gene silencing in mammals. CpG islands are CpG-rich regions around the promoters; 5′ untranslated regions and first exons of many genes and are usually unmethylated in normal cells [5]. The methylated state of a CpG island usually refers to transcriptionally repressed promoters [5]. Tumor suppressor genes (TSG) may become inactivated during tumorigenesis through hypermethylation of associated CpG islands, providing several survival advantages [5–8].

5-aza-2′-deoxycytidine (Decitabine, AZA), a cytosine analogue that causes covalent arrest of DNA methyltransferases (DNMT) upon binding, is one of the most commonly used DNMT inhibitors in cultured cells and to treat cancer patients [9, 10]. Use of demethylating agents together with expression microarrays enables the analysis of genes that may be regulated by hypermethylation of their promoter regions [11]. Discovering these genes is essential not only for therapeutic achievements but can also serve diagnostic, prognostic, and monitoring purposes [12]. Detection of hypermethylated DNA as cancer biomarkers is advantageous regarding the stable nature of DNA, ease of detection, and specificity of DNA hypermethylation for tumor cells [13]. Many known cancer-related genes like *RASSF1A*, *APC*, *BRCA1*, *GSTP1*, and *DAPK1* can be detected from serum or blood of breast cancer patients [14, 15]. Yet, there is still demand for novel diagnosis markers for detection of early breast cancer. In this study, we utilized microarray expression profiling of AZA-treated breast cancer (BC) and non-tumorigenic breast (NTB) cell lines, and identified *TAGLN* gene to be a frequently hypermethylated gene and a potential future biomarker in breast cancer.

Transgelin (TAGLN, SM22α) is an actin-binding protein that is abundantly expressed in smooth muscle cells (SMC) [16–19]. It is downregulated in transformed fibroblasts and several cancer cell lines and tissues [20–24]. *TAGLN* gene function has been associated with increased senescence in fibroblasts [25–27], and with increased apoptosis in glomerular epithelial cells and prostate cancer cells [28, 29]. TAGLN suppresses MMP9 [30], a known element of invasion [31], and therefore prevents the migration of colon and prostate cancer cells [32]. Controversially, it has also been found to be increased in gastric cancer and in lymph node (LN) metastasis of colon cancer [33, 34].

Here, we show that *TAGLN* is an epigenetically suppressed candidate epigenetic biomarker for diagnosis in breast cancer, by presenting its consistent downregulation of expression and frequent hypermethylation in breast carcinoma cell lines as well as in three independent breast tumor tissue cohorts. We also provide evidence that TAGLN decreases the proliferation potentials of BC and NTB cells. Better survival of breast cancer patients with higher expression or lower promoter methylation of *TAGLN*, in addition to competence of its promoter methylation levels to discriminate cancer from healthy tissue, emphasize a possible clinical impact for this gene in breast cancer.

## Results

### Changes in the transcriptome of breast cell lines upon AZA treatment

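Total RNA from 3 breast cell lines was measured on 18 Affymetrix HGU-133 Plus 2.0 arrays. MCF7 is an estrogen receptor-positive luminal BC line, MDA-MB-231 is an estrogen receptor-negative, mesenchymal-like BC line, and MCF12A is an immortalized line from non-tumorigenic breast tissue. AZA is incorporated into DNA during replication and traps DNA methyltransferases, so methylation is lost as cells divide. Each line was left untreated (Mock), given the solvent DMSO, or given 5 μM AZA, and the treatments lasted 4 days. There were 2 arrays for each of the 9 groups. The authors' deposited values were log2 expression per probe set after justRMA, which corrects the background, quantile-normalizes the arrays and combines the probes of a probe set. They covered 54675 probe sets with no missing value, of which 41097 carried 1 gene symbol, 1801 carried several and 11777 carried none. The array medians lay between 6.64 and 6.74. AZA was compared with DMSO within each line in a limma model of the 12 AZA and DMSO arrays, with 6 residual degrees of freedom, and the untreated lines were compared in a limma model of the 6 Mock arrays, with 3. A probe set was called at an adjusted p (Benjamini-Hochberg) under 0.05 and a change of at least 1.5-fold. The median standard error of a log2 fold change between AZA and DMSO was 0.14. The records do not say whether the replicates were separate cultures, so the p-values measure the spread between these arrays, which may be technical, and the number of arrays limits the precision.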

We treated the MCF7 and MDA-MB-231 BC cells and a NTB cell line MCF12A with AZA or corresponding DMSO controls before subjecting them to microarray analysis to identify new TSG targets for promoter DNA hypermethylation in breast cancer. Quality control analyses proved our data to be of high quality, and replicates of each experiment correlated well with each other (data not shown). 

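The replicate arrays of each group lay closer to each other than to the arrays of the same line that differed in AZA treatment. Pearson's r between replicates, across probe sets, was lowest for AZA-treated MCF12A cells (0.992) and highest for AZA-treated MDA-MB-231 cells (0.997). Between AZA and control arrays of the same line it ranged from 0.965 to 0.981 over 24 pairs, and between arrays of different lines from 0.895 to 0.936 over 108 pairs. Over the 12 pairs of DMSO and Mock arrays of the same line it ranged from 0.991 to 0.997, which overlapped the range between replicates. The median absolute log2 difference between replicates lay between 0.098 and 0.168, and 0.490% to 4.21% of the probe sets differed by over 1.5-fold, with the most in AZA-treated MCF12A cells. These are correlations across probe sets, which are not independent replicates, and no group was large enough for a test of outlying arrays.

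**Figure D1:**
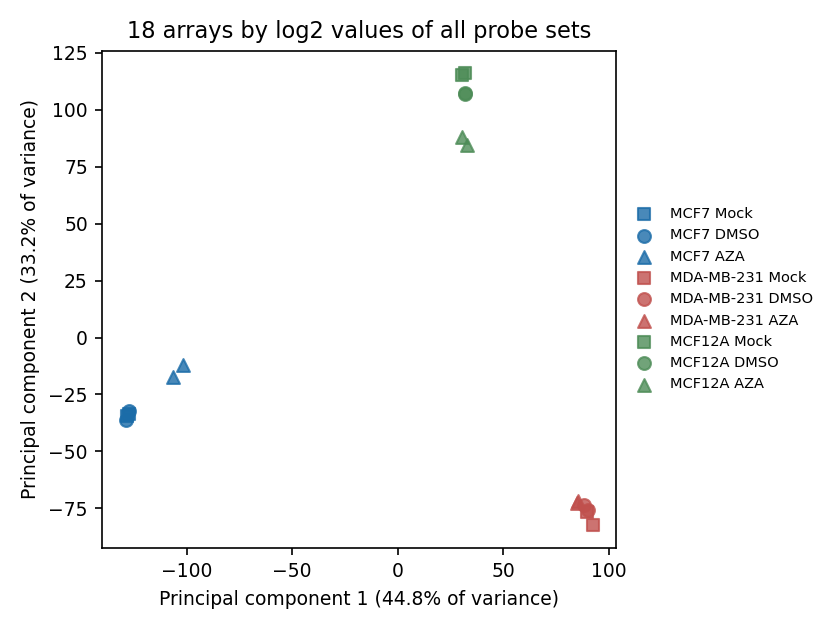
The 18 arrays on the first and second principal components of the log2 values of all probe sets, which hold 44.8% and 33.2% of the variance (axes in component units). Each point is 1 array, coloured by cell line and shaped by treatment. The arrays fall into 3 groups by cell line, and the AZA arrays lie apart from the DMSO and Mock arrays in MCF7 and MCF12A cells.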

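AZA raised germline, interferon-response and inflammatory genes in all 3 lines. In MCF7 cells 3917 probe sets were higher and 4454 lower than with DMSO, in MDA-MB-231 cells 4142 and 3574, and in MCF12A cells 2912 and 2199. At an adjusted p under 0.001 and the same fold, 2563 and 2350 probe sets passed in MCF7, 2378 and 1980 in MDA-MB-231, and 1533 and 749 in MCF12A cells. Among the largest increases in MCF7 cells were those of the interferon-induced gene IFI27 (log2 fold change 7.22, standard error 0.13, n = 2 per group, adjusted p = 1.71e-10 from limma), DAZL, a germ-cell RNA-binding protein (6.86), the retinoid-induced RARRES1 (6.11), TDRD9 of germ cells (5.83) and the cancer-testis antigen MAGEA6 (5.80). For DAZL, RARRES1, TDRD9 and MAGEA6 the DMSO level lay under a log2 of 6, where a signal may be background, so their increases are lower bounds without an order, as are those of the increases below in MDA-MB-231 and MCF12A cells. The cytokine IL20 (-3.53, standard error 0.15), the growth factor receptor GFRA1 (-3.32) and the estrogen-induced GREB1 (-2.92) were among those that fell most. In MDA-MB-231 cells DAZL (6.92, standard error 0.17, adjusted p = 1.06e-09), the chemokine CCL20 (5.95) and the prostaglandin synthase PTGS2 (5.04) were among those that rose most, and NEGR1 (-3.08, standard error 0.16), the collagen COL8A1 (-2.94) and the phosphatase PTPRG (-2.80) were among those that fell most. In MCF12A cells the keratin KRT19 (6.13, where the other of its 2 probe sets did not move the same way), CCL20 (6.10) and ZSCAN4 of early embryos (5.24) rose, and the estrogen sulfotransferase SULT1E1 (-2.97) and the glutamine synthetase GLUL (-2.66) fell. Of 38 measured cancer-testis and germline genes, which DNA methylation silences in most tissues, 24 were higher and 2 lower in MCF7 (median log2 1.18, camera adjusted p = 9.10e-13), 15 and 0 in MDA-MB-231 (0.38, 3.15e-07), and 22 and 0 in MCF12A cells (0.74, 2.20e-12), and the counts were equal when adjusted over the list alone. Of 35 interferon-stimulated genes, 31 were higher in MCF7 (median 2.03, adjusted p = 1.50e-24, 32 when adjusted over the list alone), with IFIT1 at 5.49 and MX1 at 4.25. In MDA-MB-231 cells 18 of them were higher and 1 lower (0.60, 1.38e-07, 19 and 1 when adjusted over the list alone), and in MCF12A cells 14 were higher (0.46, 6.54e-06, 15 when adjusted over the list alone), with adjusted p = 0.0563 and 0.0921 with an estimated correlation. Of 23 inflammatory genes driven by NF-kB, 14, 14 and 12 were higher in MCF7, MDA-MB-231 and MCF12A cells (13 in MCF12A when adjusted over the list alone) and none lower (medians 1.07, 1.01 and 0.82), with camera adjusted p = 1.38e-07, 5.05e-07 and 3.64e-08, and adjusted p = 0.0552, 0.0573 and 0.0501 with an estimated correlation. With Mock in place of DMSO as the control, 3591 probe sets were lower in MCF12A cells. With dim probe sets left out, the median of the cancer-testis list was 2.92 in MCF7 and 0.64 in MDA-MB-231 cells. That filter kept genes that were silent with DMSO only where AZA had raised them, so the higher medians follow in part from the filter.

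**Figure D2:**
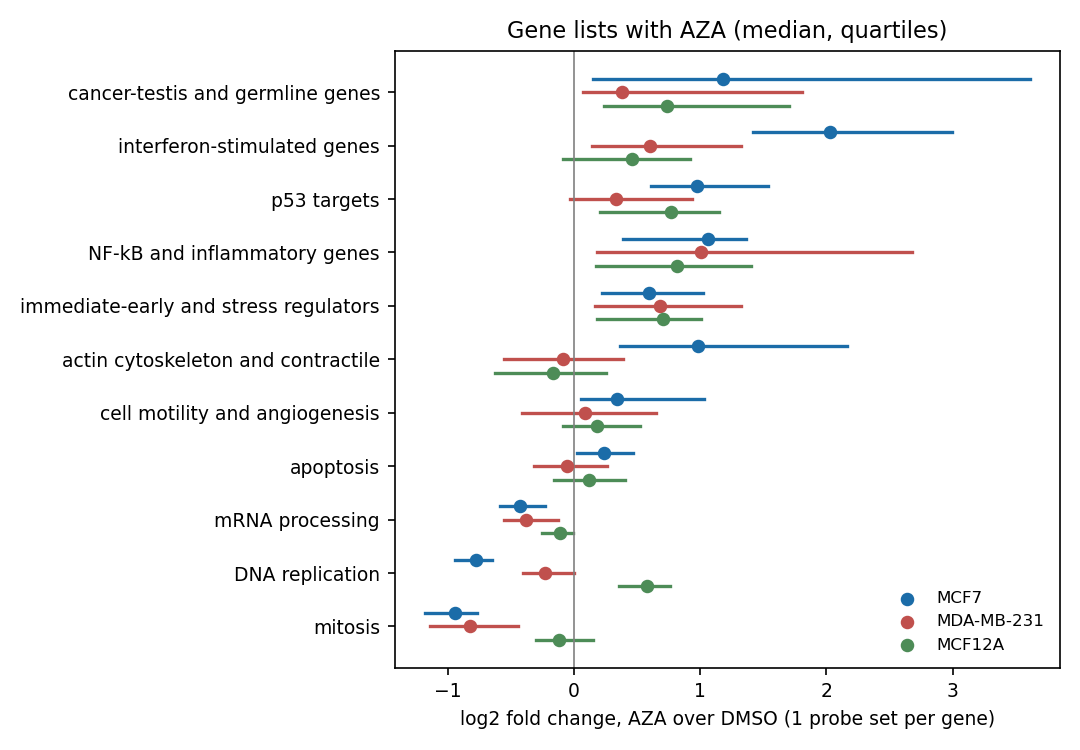
Log2 fold change, AZA over DMSO, of 11 of the gene lists in MCF7, MDA-MB-231 and MCF12A cells (1 probe set per gene). Points are the medians over the members of a list and lines run from the lower to the upper quartile. The medians of germline, interferon-stimulated, p53-target and NF-kB genes lie above 0 in the 3 lines, and of these 11 lists mitosis genes lie lowest in MCF7 (-0.94) and MDA-MB-231 cells (-0.82).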

Expressions of large groups of genes were altered upon AZA treatment by 1.5-fold and above, even at very stringent significance thresholds (Additional file 1 and Additional file 4: Table S1). 

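At a change of 1.5-fold and an unadjusted p under 0.05, AZA raised 3974 probe sets in MCF7 and 4266 in MDA-MB-231 cells and lowered 4598 and 3667. Of those raised, 2839 in MCF7 and 3103 in MDA-MB-231 cells were not raised in MCF12A cells, and of those lowered 3903 and 2912 were not lowered there. The next step kept probe sets that untreated BC cells held on the other side of untreated MCF12A cells, that is, at a lower level before AZA raised them or at a higher level before AZA lowered them. It left 1204 raised and 2115 lowered probe sets in MCF7 cells (750 and 1251 genes) and 914 and 1437 in MDA-MB-231 cells (585 and 849 genes). Before treatment, 6797 probe sets were lower and 8215 higher in MCF7 than in MCF12A cells, among them the actin-binding CALD1 (log2 fold change -8.53, lower for all 11 of its probe sets), the lactate dehydrogenase subunit LDHB (-9.28), the growth factor-binding IGFBP5 (9.35) and the adhesion protein CDH1 (8.23). In MDA-MB-231 cells 7071 were lower and 8782 higher, with CD109 (-8.13), SULT1E1 (-7.38) and the transcription factor TWIST1 (-6.97) among the lowest. The lower level of each of these 7 was under a log2 of 6, where a signal may be background, so the differences are lower bounds. Mitotic genes of MCF12A cells were themselves lower in Mock than in DMSO-treated cells: of 51 measured, 50 were higher with DMSO and none lower (median log2 difference 1.81, camera adjusted p = 8.89e-134), so the level that lowered genes were held against was the level of the Mock cells. At the same unadjusted threshold AZA raised 2996 probe sets in MCF12A cells and lowered 2392, which became 3604 without MCF12A AZA replicate 1 and 3751 with Mock as the control. A probe set on these lists met the criteria by construction, so the lists are not independent evidence of the direction of their members.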

A selection procedure was applied to identify the genes that are altered upon AZA treatment in MCF7 and MDA-MB-231 cells, but not in MCF 12A cells (Additional file 2 and Fig. 1a**)**. Gene lists, generated using this procedure, were used for further analyses (Additional file 3). Probe sets commonly or differentially altered in MCF7 and MDA-MB-231 cell lines were also determined (Fig. 1b). 

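The lowered probe sets that both BC lines had in common numbered 286, or 13.5% of those of MCF7 and 19.9% of those of MDA-MB-231 cells, and stood for 200 genes. The largest decreases among them were those of the apoptosis inhibitor BCL2 (log2 fold change -1.92 in MCF7 and -2.16 in MDA-MB-231 cells, standard error 0.24), HPS3 (-1.92 and -1.66), the ubiquitin ligase G2E3 (-1.61 and -1.62), DEPDC1 (-1.59 and -1.40), the guardian of centromere cohesion SGO2 (-1.31 and -1.43), the splicing factor U2SURP (-1.39 and -1.30) and the checkpoint kinase BUB1B (-1.40 and -1.30). In MCF12A cells the same probe sets of these 7 genes changed by -0.53 for BCL2, -0.08 for HPS3, -0.48 for G2E3, -0.46 for DEPDC1, -0.27 for SGO2, -0.42 for U2SURP and -0.38 for BUB1B, of which only BUB1B had an adjusted p under 0.05 on its probe set (0.0450), with a change under 1.5-fold, while 4 other probe sets of G2E3 had an adjusted p under 0.05 in the same direction, and 2 of the 3 probe sets of HPS3, 1 of 4 of BCL2 and 1 of 5 of U2SURP moved the other way without a call. In MDA-MB-231 cells the AZA level of BCL2 and HPS3 lay under a log2 of 6, so their decreases there are lower bounds. In MCF12A cells BCL2 stood at 5.21 with DMSO and 4.68 with AZA, both under 6, so a decrease there could hardly be measured. In MCF7 cells 3 of the 4 probe sets of BCL2 moved down, and 2 had an adjusted p under 0.05. For 37 of the 286 the AZA effect itself differed between MCF7 and MDA-MB-231 cells (adjusted p under 0.05 from limma). Of the 1829 lowered in MCF7 cells alone, the effect differed between the lines for 1220, and 104 were also called lower in MDA-MB-231 cells but left out by a later step. Of the 1151 lowered in MDA-MB-231 cells alone, it differed for 707, and 118 were also called lower in MCF7 cells. Over all 54675 probe sets it differed for 10839, and lists picked for a change in 1 line hold more such probe sets by construction. Independent lists of the sizes of both selections would share 55.6 probe sets. Both selections used the same MCF12A arrays and variances from the same fits, which may add to the overlap, and how much was not tested. With a fold minimum of 2 the common lowered probe sets fell to 49. The selection held them against Mock MCF12A cells. Against DMSO-treated MCF12A cells, the DMSO-treated MCF7 cells did not stand 1.5-fold higher for G2E3 (log2 8.05 against 8.00), DEPDC1 (8.46 against 9.08), SGO2 (9.44 against 9.77) or BUB1B (10.77 against 10.76), so these 4 rest on the Mock level.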

We found that 17 and 22 % of the probe sets induced in MCF7 or MDA-MB-231 cells, respectively, were induced in common while the remaining genes were cell-line specific.

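The raised probe sets that MCF7 and MDA-MB-231 cells had in common numbered 202, or 16.8% of the 1204 of MCF7 and 22.1% of the 914 of MDA-MB-231 cells, and stood for 140 genes. Among those with large increases in both lines were EID3, a subunit of the SMC5/6 DNA repair complex (log2 fold change 3.36 in MCF7, 2.79 in MDA-MB-231 and -0.06 in MCF12A cells), the basement membrane collagen COL4A6 (2.43, 3.15 and -0.05), the carboxypeptidase CPE (2.28, 2.30 and 0.23), the tropomyosin TPM2 (2.16, 2.34 and -0.62), CARD16 (1.80, 2.35 and 0.31), ATL1 (1.95, 1.79 and -0.67), GPNMB (3.15, 1.77 and -0.45) and SPOCK1 (1.97, 1.77 and 0.07), with standard errors of 0.11 to 0.20 and 2 arrays per group. The DMSO level lay under a log2 of 6 for EID3, COL4A6, CARD16, ATL1, GPNMB and SPOCK1 in MCF7 cells, and for EID3, COL4A6 and GPNMB in MDA-MB-231 cells. There a signal may be background, so these increases are lower bounds without an order. Of the 3 probe sets of COL4A6, 1 was higher in MCF12A cells with an adjusted p under 0.05, and of the 2 of CARD16 only the one given rose in the BC lines. For 73 of the 202 the AZA effect differed in size between MCF7 and MDA-MB-231 cells. Among the 1002 probe sets selected in MCF7 cells alone, the AZA effect differed between the lines for 764, and 93 were also raised in MDA-MB-231 cells. Among the 712 selected in MDA-MB-231 cells alone, it differed for 487, and 58 were also raised in MCF7 cells. Over all 54675 probe sets it differed for 10839, and lists picked for a change in 1 line hold more such probe sets by construction. Independent lists of the sizes of both selections would share 20.1 probe sets. What the MCF12A arrays and the fits used in both selections add to the overlap was not tested. With a fold minimum of 2 the common probe sets fell to 61.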

**Fig. 1:**
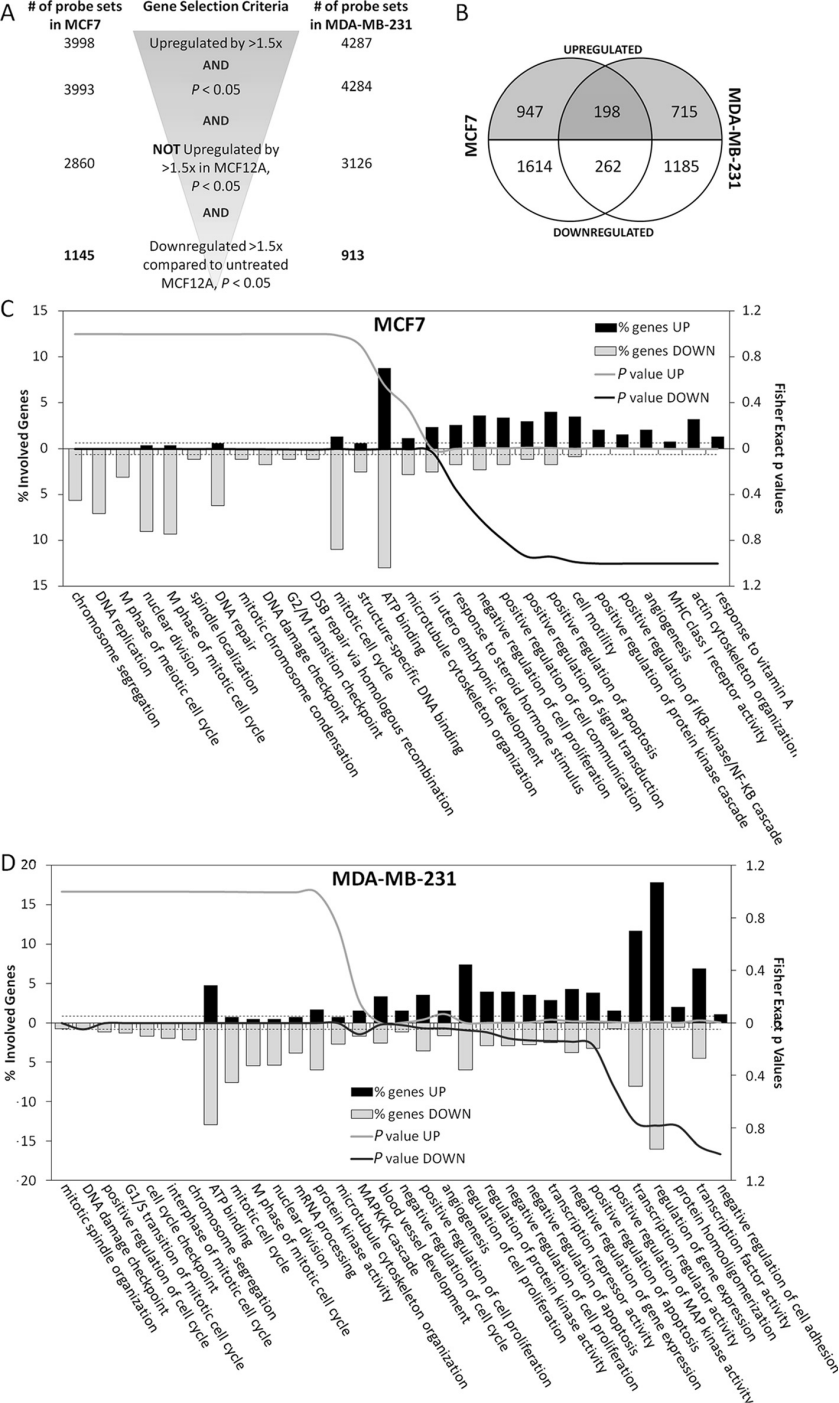
Analyses of AZA affected genes in BC cell lines. **a** The outline of the gene selection process. The numbers on the *left* and *right* represent the probe sets obtained after the filtering process for gene selection in MCF7 and MDA-MB-231 cell lines, respectively. **b** Number of probe sets significantly up/downregulated by AZA treatment, determined by the selection process given in (**a**). **c**, **d** DAVID analyses of Pathways affected upon AZA treatment in MCF7 cells (**c**) and MDA-MB 231 cells (**d**). *Bars* represent the percentage of up- and downregulated genes involved in the indicated pathways while the lines represent the *P* values for enrichment. *Dashed lines* indicate *P* = 0.05 thresholds

Functional annotation and clustering of significantly altered genes in either the MCF7 or MDA-MB-231 cell lines were analyzed using the DAVID Functional Analysis Tool (Fig. 1c, d) [35, 36]. 

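Mitotic genes fell with AZA in both BC lines. Of 51 measured genes of the spindle, the kinetochore and mitotic entry and exit, 45 were lower in MCF7 cells (median log2 fold change -0.94, camera adjusted p = 3.45e-26) and 34 in MDA-MB-231 cells (-0.82, 7.76e-19), none was higher, and the counts were equal when adjusted over the list alone. The list was also called lower in MCF12A cells, by far less (1 of 51 lower, median -0.12, adjusted p = 0.0412, and adjusted p = 0.519 with an estimated correlation). In MCF7 cells the kinesins KIF15 (-1.81, standard error 0.10, adjusted p = 2.53e-07 from limma) and KIF11 (-1.72), the kinetochore protein NUF2 (-1.42) and the phosphatase CDC25C (-1.41) fell most. In MDA-MB-231 cells the mitotic kinase PLK1 (-1.88, standard error 0.10, adjusted p = 2.73e-07), the kinetochore motor CENPE (-1.72), SGO2 and cyclin A2 (CCNA2, -1.35) did. The AZA effects on the mitosis list did not pass the test between MCF7 and MDA-MB-231 cells (median difference -0.15, adjusted p = 0.0666), whereas both differed from that in MCF12A cells, by -0.88 in MCF7 (adjusted p = 7.61e-21) and by -0.70 in MDA-MB-231 cells (adjusted p = 1.63e-15, and adjusted p = 0.0675 with an estimated correlation). DNA replication genes, among them the primase subunit PRIM1 (-1.65) and GINS1 (-1.26), fell in MCF7 cells (30 of 37 lower, median -0.78, adjusted p = 1.18e-17). In MDA-MB-231 cells 2 of the 37 were lower (median -0.23, adjusted p = 0.00559, and adjusted p = 0.170 with an estimated correlation), a smaller decrease than in MCF7 cells (median difference -0.58, adjusted p = 1.18e-09). Among the genes selected for a decrease, 45 of 51 mitosis genes were in the MCF7 selection where 3.23 were expected (odds ratio 115, 1-sided Fisher's exact test, adjusted p = 6.34e-46) and 35 in the MDA-MB-231 selection where 2.19 were expected (50.8, 1.27e-34). The MCF7 selection also held 31 of 37 DNA replication genes (adjusted p = 2.47e-30), 13 of 25 genes of homologous recombination (8.53e-09), 12 of 36 of mRNA processing (1.41e-05), 12 of 20 estrogen receptor targets (4.89e-09) and 5 of 14 luminal markers (0.00994), and the MDA-MB-231 selection held 10 of 36 of mRNA processing (1.98e-05). A gene counted as selected if any of its probe sets was, so SRSF1 of mRNA processing stood in both the lowered and the raised selection of MDA-MB-231 cells. With 1 probe set per gene the luminal list was not called in MCF7 cells (median -0.20). The selection compares with Mock MCF12A cells, in which the mean log2 level of the mitosis genes was 8.87 ± 0.01 (SD, n = 2) against 10.63 ± 0.05 with DMSO. With the DMSO arrays in their place, 7 mitosis genes were in the MCF7 selection (adjusted p = 0.144) and 21 in that of MDA-MB-231 cells (1.17e-14).

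**Figure D3:**
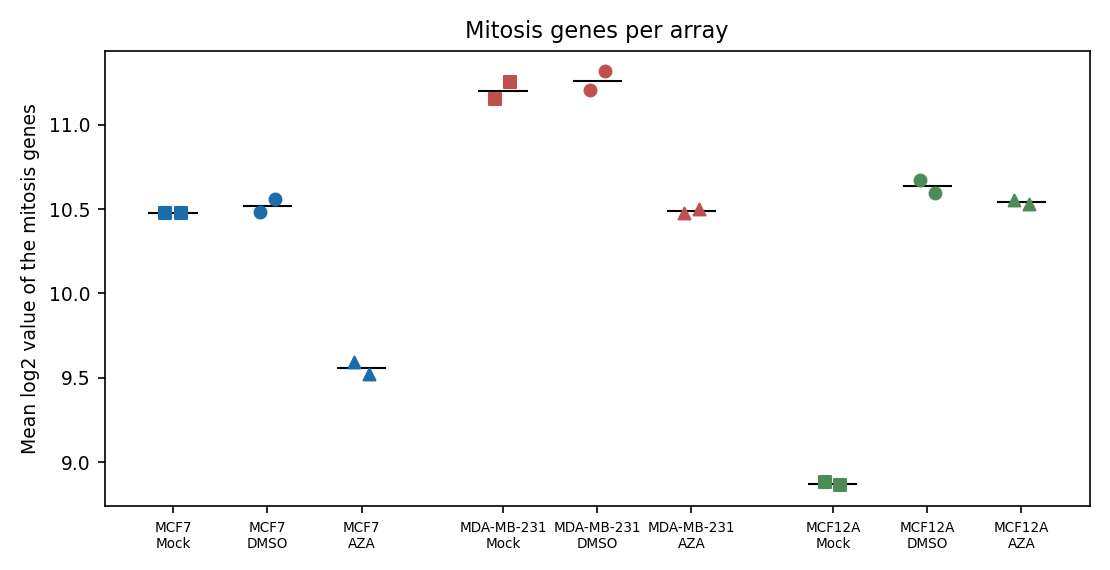
Mean log2 level of the 51 mitosis genes on each of the 18 arrays. Points are arrays and horizontal bars are the means of the 2 arrays of a group, on an axis that does not start at 0. AZA lies below DMSO in MCF7 (9.56 against 10.52) and MDA-MB-231 cells (10.49 against 11.26), and Mock MCF12A cells lie below the other 2 groups of that line.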

Pathways mainly involved in mitosis and cell cycle were significantly enriched among the downregulated genes in both of the cell lines. Pathways related to cell communication and motility, signal transduction, cell proliferation, and apoptosis regulation were significantly enriched among the AZA-induced genes in MCF7 (Fig. 1c) while regulation of gene expression was highlighted in addition to these pathways in MDA-MB-231 cells (Fig. 1d).

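Among the genes selected for an increase in MCF7 cells, those of the actin cytoskeleton and contraction had the smallest p of 24 gene lists: 15 of 27 were selected where 1.02 were expected (odds ratio 32.3, 1-sided Fisher's exact test, adjusted p = 1.15e-13), among them ACTA2, ACTN1, CALD1, MYL9, TAGLN, TPM1 and VCL. Of 42 genes of cell motility and angiogenesis, 7 were selected (1.59 expected, odds ratio 5.11, adjusted p = 0.00811): the adhesion receptors CD44 and ITGA5, the hypoxia factor EPAS1, the Notch ligand JAG1, the protease PLAU and the protease inhibitors TIMP2 and TIMP3. Of 33 apoptosis genes, 5 were selected (1.25 expected, odds ratio 4.55, adjusted p = 0.0461), namely the caspases CASP1, CASP4 and CASP9, the death receptor TNFRSF10B and its ligand TNFSF10. The MCF7 selection also held 10 of 15 genes of MHC class I antigen presentation (adjusted p = 2.82e-10), 6 of 35 interferon-stimulated genes (0.0136) and 5 of 26 p53 targets (0.0180). In MDA-MB-231 cells the immediate-early and stress regulators of transcription were enriched, with 6 of 37 selected (1.09 expected, odds ratio 6.40, adjusted p = 0.00668): the phosphatases DUSP1 and DUSP10, and HES1, ID2, ID3 and JUNB. The selection for a decrease held 4 others of that list, DUSP4, FOSL1, FOSL2 and KLF2, without enrichment (1.59 expected, adjusted p = 0.218). Also enriched for an increase were 5 genes of motility and angiogenesis (odds ratio 4.46, adjusted p = 0.0461), namely ANGPT1, FGF2, MMP2, NRP2 and RHOB, but the selection for a decrease held 6 others of the motility list (odds ratio 3.73, adjusted p = 0.0487). The immediate-early list was not enriched at this threshold among the raised genes of MCF7 cells (5 of 37, adjusted p = 0.0659), nor the actin list among those of MDA-MB-231 cells (3 of 27, adjusted p = 0.171), and whether the enrichments differed between the lines was not tested. The background was the 19775 genes with a probe set of their own, and the adjustment covered the 96 tests of 24 lists in 4 selections. The apoptosis enrichment was lost with a fold minimum of 2 (3 genes, adjusted p = 0.123) and without MCF7 AZA replicate 1 (0.0502), MCF7 AZA replicate 2 (0.144), MCF7 DMSO replicate 2 (0.165) or MCF7 Mock replicate 1 (0.0520), and that of motility genes in MDA-MB-231 cells with a fold minimum of 2 (3 genes, 0.0529) and without MDA-MB-231 DMSO replicate 2 (0.0535), MDA-MB-231 AZA replicate 1 (0.0508) or MCF7 Mock replicate 1 (0.0520).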

Paired *t* tests between seven AZA-treated and untreated BC cell lines of a publicly available independent dataset (GSE20713 [37]) revealed that 53.5 % of the probe sets that were significantly upregulated upon AZA treatment in both MCF7 and MDA-MB-231 cells in our experimental setup were also significantly upregulated in the AZA-treated BC cell lines of this independent study (*P* < 0.05, Additional file 4: Table S2).

Probe set lists were screened for the presence of CpG islands in the proximity of their promoter regions, and the induction in expression levels of several genes were validated by qRT-PCR among the genes with proximal CpG islands. 

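TAGLN, which encodes the actin-binding protein transgelin of smooth muscle, was measured by 3 probe sets, numbered here by the size of their increase in MCF7 cells. Its level on probe set 1 was 6.27 ± 0.05 (log2, SD, n = 2) with DMSO and 11.21 ± 0.03 with AZA in MCF7 cells, a 30.5-fold increase (log2 fold change 4.93, standard error 0.10, adjusted p = 3.09e-10 from limma). In MDA-MB-231 cells it was 8.22 ± 0.12 with DMSO and 9.12 ± 0.10 with AZA, a 1.87-fold increase (0.90, standard error 0.10, adjusted p = 7.24e-05). On probe set 2 the increase was 24.1-fold in MCF7 (4.59, standard error 0.11) and 1.66-fold in MDA-MB-231 cells (0.73, standard error 0.11, adjusted p = 0.000397). The mean of both folds was 27.3 ± 0.473 (SD of the 2 AZA arrays, each against the mean of the DMSO arrays, so without the spread of the DMSO arrays) in MCF7 and 1.76 ± 0.109 in MDA-MB-231 cells. The increase was larger in MCF7 than in MDA-MB-231 cells by a log2 difference of 4.03 (standard error 0.15, adjusted p = 4.17e-08). Probe set 3 was not called in either line (0.29, adjusted p = 0.137, and 0.01, adjusted p = 0.974). Before treatment, TAGLN was far lower in both BC lines than in MCF12A cells, with log2 differences of -5.80 and -5.44 in MCF7 and -3.86 and -3.74 in MDA-MB-231 cells on probe sets 1 and 2. Among the 139 genes that could be ranked and that the selection found raised in both BC lines, TAGLN was 1st by its change in MCF7 cells. By the smaller of the changes in both lines it was 53rd of the 139. Some of these genes, such as EID3, rose from a DMSO level under a log2 of 6, so their increases are lower bounds and TAGLN may rank lower. With a fold minimum of 2, none of its probe sets was called in MDA-MB-231 cells.

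**Figure D4:**
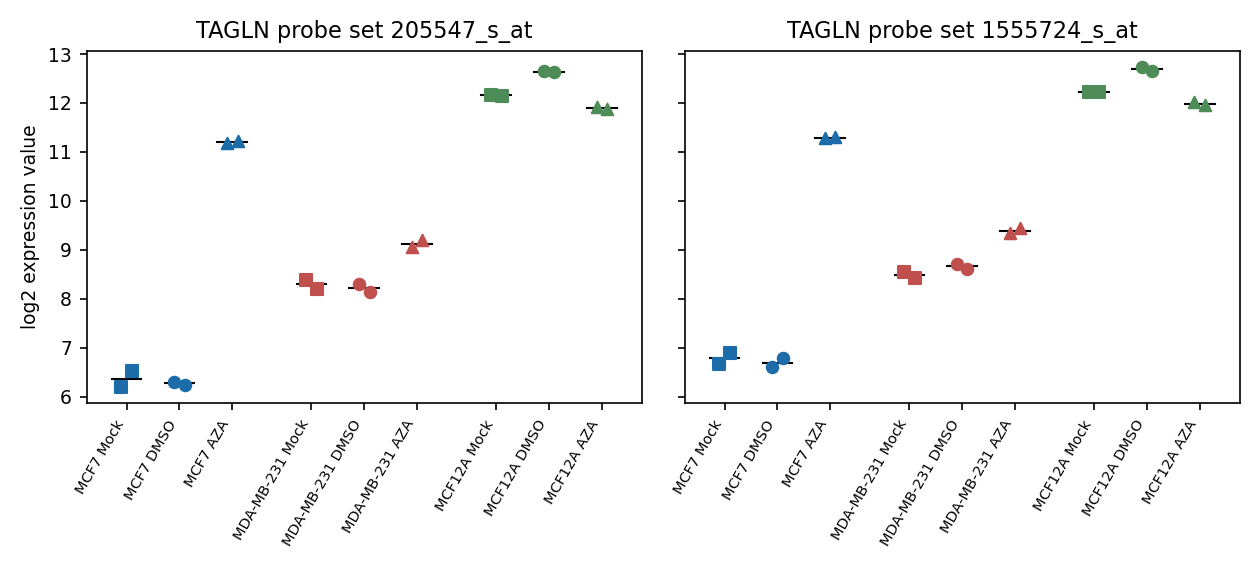
Log2 expression of TAGLN on the 18 arrays, on probe set 1 (left) and probe set 2 (right), whose identifiers stand above the panels. Points are arrays and horizontal bars are the means of the 2 arrays of a group, on an axis that does not start at 0. AZA raised the level in MCF7 cells from 6.27 to 11.21 and in MDA-MB-231 cells from 8.22 to 9.12 on probe set 1, and MCF12A cells stayed above both BC lines.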

*TAGLN* emerged as a strong candidate gene among a large number of genes, as it was commonly and significantly upregulated upon AZA treatment in both MCF7 (by 27.3-fold) and MDA-MB-231 (by 1.77-fold) cell lines (Additional file 3), and our bioinformatics analyses showed that *TAGLN* expression was significantly downregulated (>2-fold, *P* < 0.05) in breast tumor tissues of 8 out of 13 (62 %) breast cancer datasets included in Oncomine database [38] (Additional file 4: Table S3). Moreover, *TAGLN* promoter region was previously shown to be responsive to hypermethylation in smooth muscle cells [39]. Based on these findings, we selected this gene for further analyses.

### *TAGLN* gene expression and promoter methylation analyses in breast carcinoma cell lines

*TAGLN* gene expression was analyzed with qRT-PCR and found to be significantly downregulated in 15 different breast carcinoma cell lines compared to the non-tumorigenic cell lines (*P* = 0.0034, Fig. 2a**)**. The expression of *TAGLN* was restored in all analyzed cell lines upon AZA treatment, except for NTB cell line MCF12A (Fig. 2b**)**. Expression levels of *TAGLN* were concordant in microarray and qRT-PCR experiments, when fold induction levels upon AZA treatment were compared in MCF7, MDA-MB-231, and MCF12A cell lines.

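In MCF12A cells TAGLN fell with AZA, from 12.64 ± 0.02 (log2, SD, n = 2) with DMSO to 11.89 ± 0.03 on probe set 1 (log2 fold change -0.75, standard error 0.10, adjusted p = 0.000453 from limma) and from 12.69 to 11.98 on probe set 2 (-0.71, standard error 0.11, adjusted p = 0.000818). The mean of both folds was 0.603 ± 0.0155 (SD of the 2 AZA arrays against the mean of the DMSO arrays), against the increases in MCF7 and MDA-MB-231 cells. The difference between the AZA effects in MCF7 and MCF12A cells was 5.68 (adjusted p = 5.65e-09) and that between MDA-MB-231 and MCF12A cells 1.65 (adjusted p = 3.08e-05). Probe set 3 was not called (-0.22, adjusted p = 0.322). TAGLN was already higher in DMSO-treated than in Mock MCF12A cells, by 0.49 (adjusted p = 0.0357) and 0.47 (adjusted p = 0.0248), and with Mock as the control the decrease was not called (-0.26 and -0.24, both with adjusted p = 0.128). The qRT-PCR values were not analysed here. From the induction of TAGLN in BC cells on these arrays, its reported decrease in tumor datasets and an earlier study of its promoter, the paper reasons that TAGLN was a strong candidate for further analyses.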

**Fig. 2:**
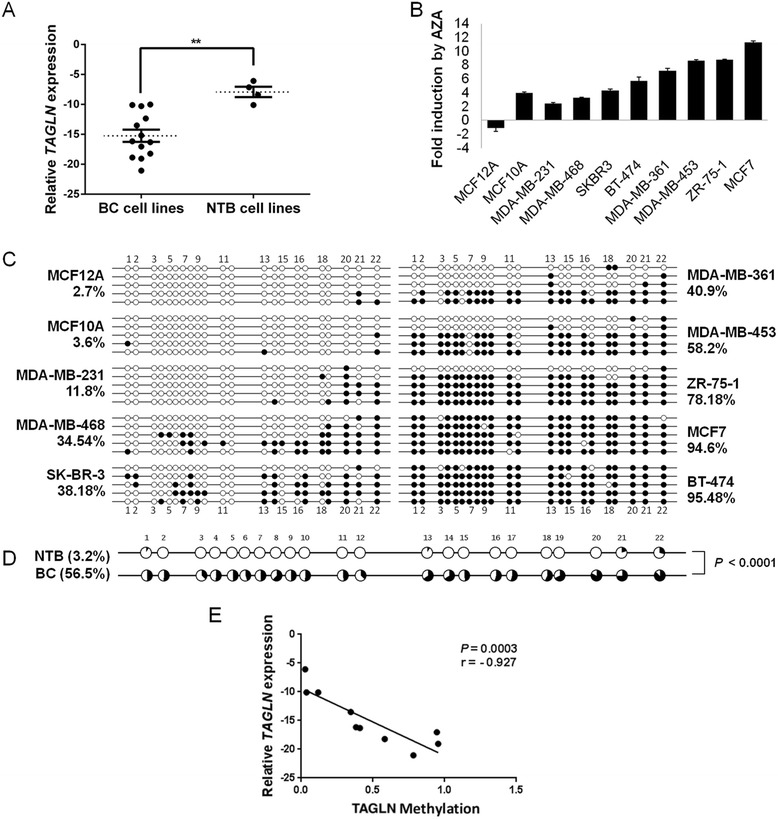
Expression and promoter methylation analyses of *TAGLN* gene in BC cell lines. **a** Box-plot analysis based on qRT-PCR results showing strong downregulation of *TAGLN* expression in BC cell lines compared to NTB cell lines. Log_2_ expression levels relative to *GAPDH* reference gene are shown. *Horizontal dashed lines* represent median values. *Error bars*: standard error of means (SEM). **P < 0.01; Mann–Whitney Test. **b** qRT-PCR analysis of AZA-treated BC and NTB cell lines indicating high levels of induction in *TAGLN* expression levels. Values represent the log_2_ ratios of expression levels in AZA-treated cell lines to those in their DMSO-treated cells. **c** QUMA software analyses based on bisulfite sequencing of BC and NTB cell lines showing hypermethylation in *TAGLN* promoter in BC cells. Percent values represent the average methylation of 5 clones for each cell line. *Full circles*: methylated; *Empty circles*: unmethylated. Sequence numbers of CpGs are shown *above circles*. **d** QUMA analysis showing significantly higher methylation in BC cells compared to NTB; Mann–Whitney test. Methylated DNA ratio: *black area*; unmethylated ratio: *white area* in the pie chart. **e** Scatter plot showing the spearman correlation of *TAGLN* methylation status with log_2_(expression) levels in BC and NTB cell lines

Bisulfite sequencing of *TAGLN* promoter region was used to characterize *TAGLN* methylation status in eight BC and two NTB cell lines (Fig. 2c). The analyzed promoter region was significantly hypermethylated in majority of BC cell lines (with an average of 56.5 % methylation) compared to the NTB cell lines (with an average of 3.2 % methylation; *P <* 0.0001, Fig. 2d). Moreover, mRNA expression and methylation levels of *TAGLN* were significantly and negatively correlated (Spearman *r* = −0.927, *P* = 0.0003, Fig. 2e) suggesting that the expression of *TAGLN* was downregulated by promoter DNA methylation in BC cell lines.

### *TAGLN* is downregulated by promoter hypermethylation in human breast tumor tissues

To profile the expression and methylation status of *TAGLN* in breast tumor tissues, *TAGLN* mRNA expression and promoter methylation levels were determined in 21 breast tumor samples and their pair-matched normal tissues (Table 1). The expression of *TAGLN* was found to be significantly downregulated in tumors compared to matched normal breast tissues by qRT-PCR (19/21 tumors, 90.5 %, *P <* 0.0001, Fig. 3a). The average relative expression (ARE) ± standard error of means (SEM) was 0.476 ± 0.1520 for normal tissues while it was 0.146 ± 0.0511 for tumor tissues, with an average decrease in *TAGLN* expression of 3.255-fold in breast tumor tissues.

**Table 1:** Pathological features of normal matched breast tumor tissues

Patient code	Lymph node	Grade	Stage	ER status	PR status	Her2 status
#003	1	1	N/A	1	1	0
#043	0	2	N/A	1	1	1
#044	1	2	2B	0	1	1
#047	1	2	4	1	0	1
#055	0	2	N/A	1	1	1
#057	0	N/A	2B	0	0	0
#073	1	2	N/A	1	0	1
#076	1	3	2A	0	0	1
#082	0	1	2B	1	0	1
#083	1	2	2B	1	0	1
#084	1	3	N/A	0	0	0
#085	0	2	2A	0	1	1
#090	1	2	2B	1	1	1
#096	0	1	2A	0	1	0
#113	1	1	3B	1	0	1
#124	1	1	2A	1	0	1
#137	1	N/A	3A	1	1	N/A
#133	N/A	N/A	N/A	N/A	N/A	N/A
#161	1	2	2A	1	0	0
#164	0	2	2B	1	1	0
#168	1	2	2B	0	1	1

*ER* estrogen receptor, *PR* progesterone receptor, *Her2* Erbb2 receptor amplification, *N/A* information regarding the pathological feature is missing, *1* positive for the given condition, *0* negative for the given condition

**Fig. 3:**
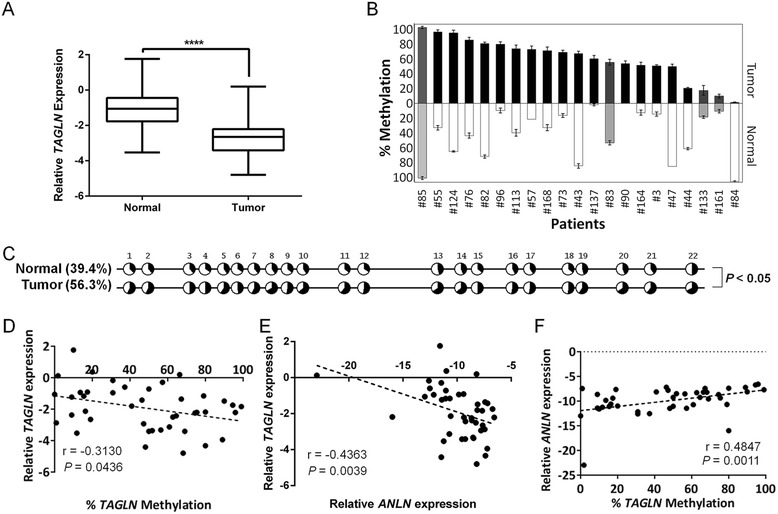
Expression and promoter methylation analyses of *TAGLN* gene in normal matched tumor tissues. **a** Box-plot analysis showing strong downregulation in average *TAGLN* expression in tumor tissues compared to matched normal tissues. Log_2_ expression levels relative to geometric means of *ACTB* and *SDHA* reference genes were determined by qRT-PCR. ****P < 0.0001, Wilcoxon signed rank test. **b** Comparative bar charts of bisulfite sequencing based percent methylation scores of matched tumor and normal pairs showing significance hypermethylation in majority of tumors. Methylation percentages represent the average of five clones for each tissue. *Black-white bar* pairs represent significant (*P* < 0.05) differences between tumor and normal tissues (Wilcoxon signed rank test). *Error bars* represent SEM values. **c** Overall average methylation levels based on QUMA were significantly higher in breast tumors compared to normal tissues; Wilcoxon signed rank test. Methylated DNA ratio; *black area* and unmethylated; *white area* in the pie chart. **d–f** Scatter plots show correlations between relative *TAGLN* expression levels and methylation status of *TAGLN* promoter in tumor and normal tissues; Spearman *r* = −0.3130, *P* = 0.0436 **d**; relative *TAGLN* and *ANLN* expressions; Spearman *r* = −0.4363; *P* = 0.0039 **e**; and relative *ANLN* expression and *TAGLN* methylation; Spearman *r* = 0.4847, *P* = 0.0011 **f**. All expression values are log_2_. The correlations were robust to outliers

The promoter methylation status of *TAGLN* was analyzed via the bisulfite sequencing method, and the examined region was found to be significantly hypermethylated in 13 (61.9 %) tumors (*P <* 0.05, Fig. 3b, Table 2) compared to matched normal tissues; hypermethylation was consistent across all grades (Table 2). The overall methylation levels were also significantly higher in tumor tissues in comparison with normals (*P* = 0.0263, Fig. 3c). *TAGLN* mRNA expression and the promoter methylation ratios were significantly and negatively correlated in breast tissues (Spearman *r* = −0.31, *P* = 0.044, Fig. 3d) as in BC cell lines, suggesting that *TAGLN* transcription could be regulated by DNA methylation. We used *ANLN* (Anillin) gene expression, a poor prognosis and high cellular proliferation marker in breast cancer patients [40], to better infer proliferative capacity and prognostic status of the tumors. Expression of *TAGLN* was negatively (Spearman *r* = −0.44, *P* = 0.0039) and the promoter methylation of *TAGLN* was positively (Spearman *r* = 0.48, *P* = 0.0011) correlated with mRNA expression of *ANLN* gene (Fig. 3e, f). This shows that *TAGLN* is likely to be downregulated more by promoter DNA hypermethylation in breast tumors with worse prognosis. When the tumors’ pathological features were analyzed, promoter methylation, but not expression, of *TAGLN* was significantly decreased in LN negative tumors when compared with LN positives (*P* = 0.0476, Additional file 5: Figure S1A-B) while both expression and methylation levels did not exhibit any significant difference between grades, stages, and hormone statuses in our tumor-normal matched breast tissue panel.

**Table 2:** Frequency of *TAGLN* hypermethylation in tumor and normal breast tissues

Study	Analyzed CpGs	Cohort	Hypermethylated^c^	Hypomethylated^d^
Matched tumor tissue panel (bisulfite sequencing)^a^	−290 to +117	All patients (*n* = 21)	13 (61.90 %)	4 (19.05 %)
	22 CpGs			
		Grade 1 (*n* = 5)	5 (100.00 %)	0 (0.00 %)
		Grade 2 (*n* = 11)	6 (54.55 %)	3 (27.27 %)
		Grade 3 (*n* = 2)	1 (50.00 %)	1 (50.00 %)
GSE20713 Methylation data (microarray analysis)^b^	−571 and 455	All patients (*n* = 338)	213 (63.02 %)	3 (0.89 %)
	2 CpGs			
		Grade 1 (*n* = 64)	41 (64.06 %)	0 (0.00 %)
		Grade 2 (*n* = 57)	35 (61.40 %)	1 (1.75 %)
		Grade 3 (*n* = 215)	135 (62.79 %)	2 (0.01 %)

^a^Number of tumors were calculated based on average methylation ratio of 22 CpGs in our normal matched tumor tissues

^b^Number of tumors were calculated based on average methylation scores of two probes corresponding to two CpGs at given locations

^c^Number of tumors that are significantly hypermethylated in normal matched tumor tissue panel (*P* < 0.05, Wilcoxon signed rank test). In microarray methylation data, tumors with normalized average methylation score (NAMS) >30 higher than the average normal tissue NAMS were considered hypermethylated

^d^Number of tumors that are significantly hypomethylated in normal matched tumor tissue panel (*P* < 0.05, Wilcoxon signed rank test). In microarray methylation data, tumors with NAMS >30 lower than the average normal tissue NAMS were considered hypomethylated

To increase our sample size and extend our DNA methylation analyses to a larger panel with clinical and long-term outcome data, we downloaded the publicly available methylation data of two independent microarray datasets (Super-series: GSE201713 [37], *n* = 247 and GSE31979 [41], *n* = 124), whose distributions for methylation scores were similar, and used the normalized average methylation scores (NAMS) of two probes corresponding to *TAGLN* gene. In support of our results, *TAGLN* probes were significantly hypermethylated in breast tumors (NAMS ± SEM = 72.88 ± 0.9137, *n* = 338) compared to normal tissues (NAMS ± SEM = 42.49 ± 1.541, *n* = 33, *P* < 0.0001, Fig. 4a), even though the CpG dinucleotides corresponding to the probes were not covered by our bisulfite primers. 83 % of the tumors displayed higher methylation scores than the highest score observed in the normal cohort. The average difference between the methylation scores of the tumor and normal tissues was 30.38; thus, the tumors with methylation scores that were >30 higher than the average value for normal tissues were considered as hypermethylated. Accordingly, 63.02 % of the tumors displayed hypermethylation of *TAGLN* probes in this data set (Table 2). When grouped into tumor grades, these ratios were at least 61.40 % for each group (Table 2). Available expression data (GSE20711; *n* = 90) of the same patients were significantly and negatively correlated with *TAGLN* methylation scores (Spearman *r* = −0.5442, *P* < 0.0001, Fig. 4b). This correlation was preserved in each grade and pathological subtype tested except for Luminal B (LumB) tumors, which are known for their hypermethylator phenotypes [42] (data not shown). Receiver-operator characteristics (ROC) analyses of *TAGLN* promoter methylation showed that a threshold of NAMS >60.94, which was derived from the ROC analysis itself, could discriminate healthy individuals from breast cancer patients, with 83.14 % sensitivity and 100 % specificity (area under the curve (AUC) = 0.9289, and 95 % confidence interval (CI): 0.9027 to 0.9552, *P <* 0.0001, Fig. 4c). Moreover, 10-year relapse-free survival (RFS) of patients was significantly decreased with higher tumor methylation of the *TAGLN* probes compared to the patients with lower levels of methylation (*P* = 0.0059, Fig. 4d). NAMSs of the *TAGLN* probes were compared for different pathological features of breast cancer, and *TAGLN* methylation states were similar, independent of grade, Her2, and ER states, and sizes of the tumors.

**Fig. 4:**
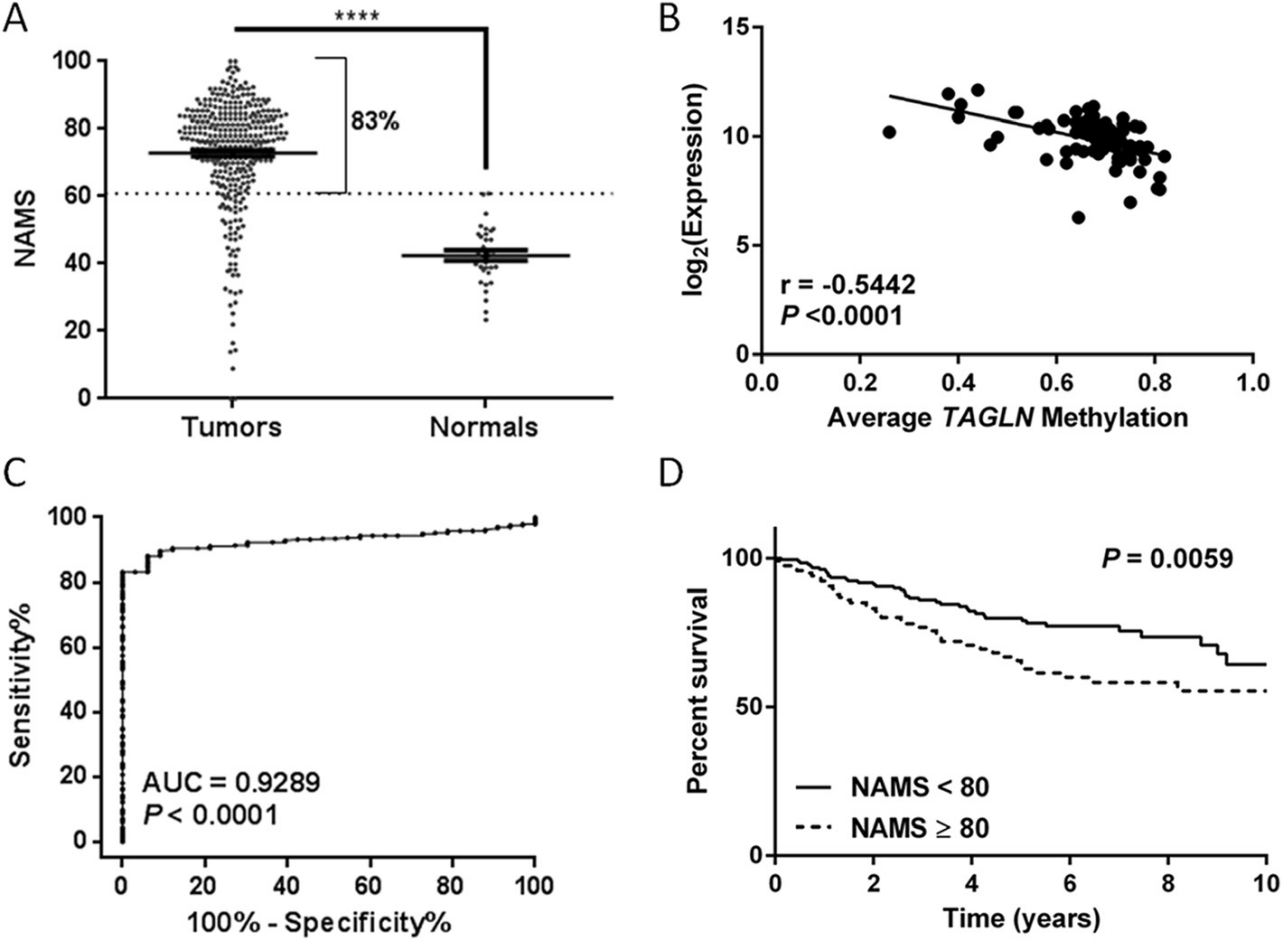
Methylation status of *TAGLN* in public datasets GSE20713 and GSE31979. **a** Graphs showing higher normalized average methylation scores (NAMS) for two probes of *TAGLN* in tumor tissues Mann–Whitney test, ****P < 0.0001. *Horizontal lines*: mean ± SEM. **b** Scatter plot showing correlation of average methylation scores of *TAGLN* probes (GSE20713) to average expression (log_2_) of *TAGLN* probe sets (GSE20711); Spearman *r* = −0.5442, *P* < 0.0001. **c** ROC analyses for discrimination between healthy individuals and breast cancer patients, using *TAGLN* NAMSs. **d** Kaplan-Meier (KM) survival analysis showing higher RFS percentages for patients with tumor *TAGLN* NAMSs ≤80 (best cutoff among tested)

### *TAGLN* mRNA and protein is downregulated in independent sets of breast tumor tissues

To confirm downregulation of *TAGLN* in both protein and mRNA levels in other independent breast tumor tissue panels of larger sample sizes with pathological information, expression of *TAGLN* was examined in a breast cancer tissue array by IHC staining (BioChain, Cat.No:Z7020005), and in an independent cDNA panel by qRT-PCR (OriGene, Cat.No:BCRT101). Both protein (*P* = 0.0116) and mRNA expression levels (*P* = 0.0072) of *TAGLN* were significantly downregulated in breast tumors in comparison to non-tumor tissues (Fig. 5a, b). Average of relative mRNA expression, ARE_(mRNA)_ ± SEM was 0.4248 ± 0.0792 in normal tissues (*n* = 7) and 0.1858 ± 0.0387 in tumor tissues (*n* = 41). Average histochemical score H-score ± SEM was 243.6 ± 25.35 in normal tissues (*n* = 7), with extensive staining in myoepithelial cells (Fig. 5a), and was 169.8 ± 9.773 in tumor tissues (*n* = 67). In both the tissue and cDNA arrays, *TAGLN* expression was downregulated in grade 3 tumors when compared to grade 1 and 2 tumors (*P* = 0.049 and *P* = 0.0329, respectively, Fig. 5c), upregulated in progesterone receptor PR (+) tumors (*P* = 0.0031 and *P* = 0.0043, respectively, Fig. 5d) and in any hormone receptor positive tumors with respect to triple negative tumor types (*P* = 0.0063 and *P* = 0.0489, respectively, Fig. 5e). *TAGLN* expression levels were not significantly different in estrogen receptor (ER) or human epidermal growth factor receptor 2 (Her2) positive or negative tumors or in different stage groups.

**Fig. 5:**
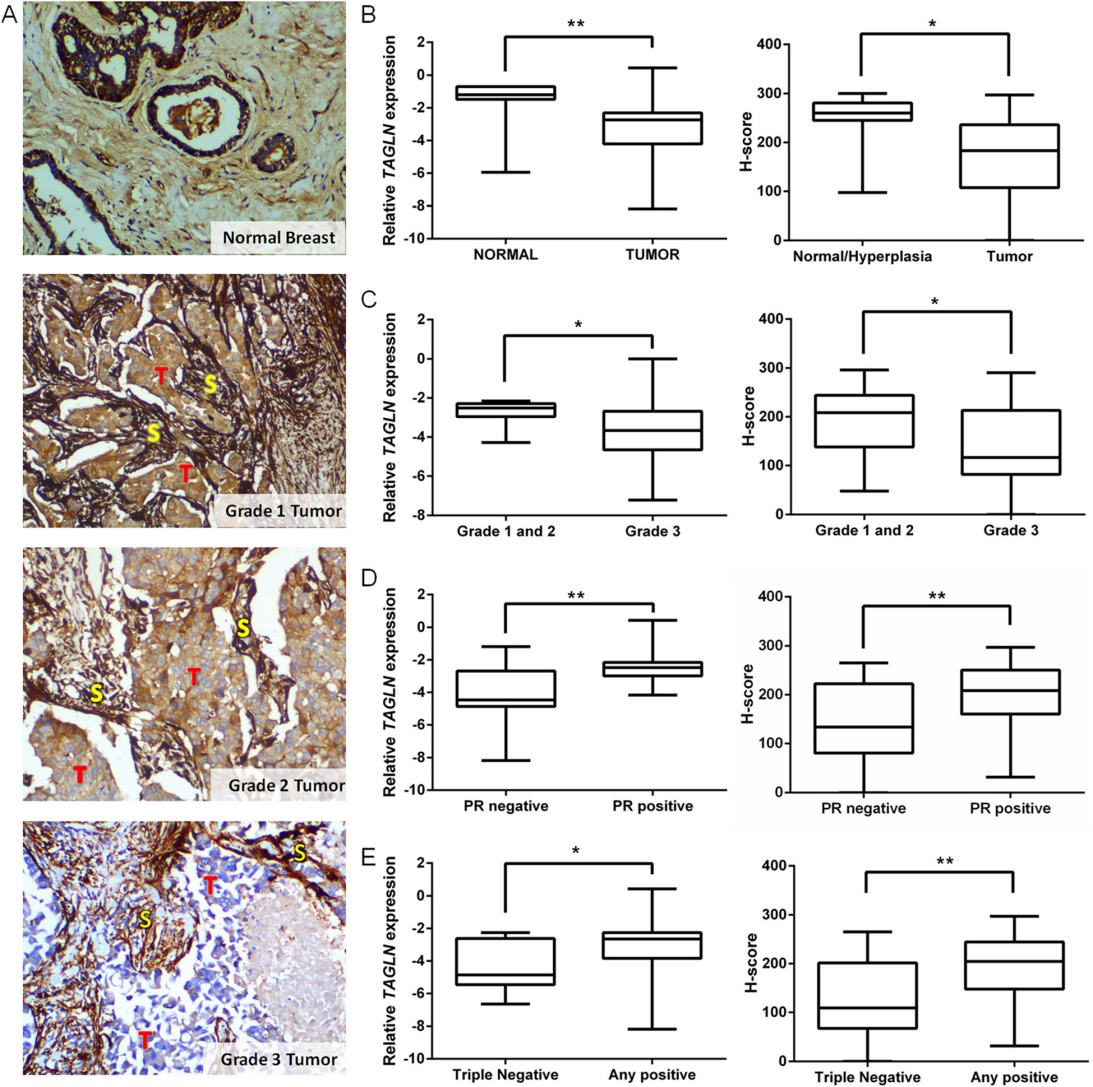
*TAGLN* expression in independent sets of tumor and normal breast tissues. **a** Examples of IHC staining of TAGLN in normal and tumor tissues. T (*red*), tumor tissue; S (*yellow*), stroma, ×100 magnification. **b–e** Box-plot analyses showing significant downregulation of *TAGLN* mRNA (*left*) and protein (*right*) expression levels in tumors compared to normal breast tissues (**b**); in grade 3 compared to grade 1 and 2 tumors (**c**); progesterone receptor (PR) negative compared to positive subtypes (**d**); and in triple negative compared to any hormone receptor positive (ER and/or PR and/or Her2 positive, Any positive) tumors (**e**). *Horizontal lines*: maximum, median, and minimum values. *Left panels*: qRT-PCR analysis of *TAGLN* mRNA expression levels (log_2_ transformed) in a cDNA array (*n* = 7 normal, *n* = 41 tumor tissues) relative to geometric means of *ACTB* and *SDHA* mRNA reference genes. *Right panels*: IHC staining of TAGLN protein in a tissue array (*n* = 67 tumor, *n* = 7 normal tissues). H-score method was used for staining intensity calculation. *P < 0.05, **P < 0.01, Mann–Whitney Test

The tissue panels used in this study did not have enough information about patient survival data. KM plotter [43], which uses public microarray expression data for survival analyses, was used to test the effect of *TAGLN* expression on OS or RFS of breast cancer patients (Additional file 5: Figure S2). There was no significant difference between either OS or RFS of the patients based on their tumor expression levels of *TAGLN* when all patient cohorts were analyzed (Additional file 5: Figure S2A). However, when the patients were grouped for tumor grades, higher expression of *TAGLN* was associated with increased OS and RFS probabilities in patients with grade 1 and 2 tumors (Additional file 5: Figure S2B). In grade 3 tumors, the differences were not significant.

### TAGLN decreases colony formation potentials of breast carcinoma cell lines

Since *TAGLN* was frequently hypermethylated and consistently downregulated in both the BC cell lines and three independent panels of tumor tissues, we analyzed the functional role of TAGLN in BC and NTB cells. *TAGLN* gene was silenced in MCF10A and MCF12A cells with abundant expression (Fig. 6a–c), and was overexpressed it in MDA-MB-361 and MDA-MB-157 BC cell lines (Fig. 6d, e) that expressed *TAGLN* at zero to intermediate levels, respectively (Fig. 6a). 2D colony formation assays were performed to test the effect of TAGLN on proliferation potentials of these cells. Compared to control siRNA (siCTRL), si*TAGLN* transfected MCF10A and MCF12A cells formed significantly (*P* = 0.0013 and *P* = 0.0016, respectively) higher number of colonies (Fig. 6b, c, middle and lower panels). Colony formation capabilities of MDA-MB-361 cells, but not MDA-MB-157 cells, were significantly impaired when they overexpressed TAGLN protein (Fig. 6d, middle and lower panels and Fig. 6e, right panel). To examine possible effects of TAGLN on migration and invasion potentials of BC cells, we performed *in vitro* wound healing and Matrigel invasion assays in normally motile MDA-MB-157 cells; however, *TAGLN* overexpression in these cells did not affect either wound closure or Matrigel invasion capacities of these cells (Additional file 5: Figure S3).

**Fig. 6:**
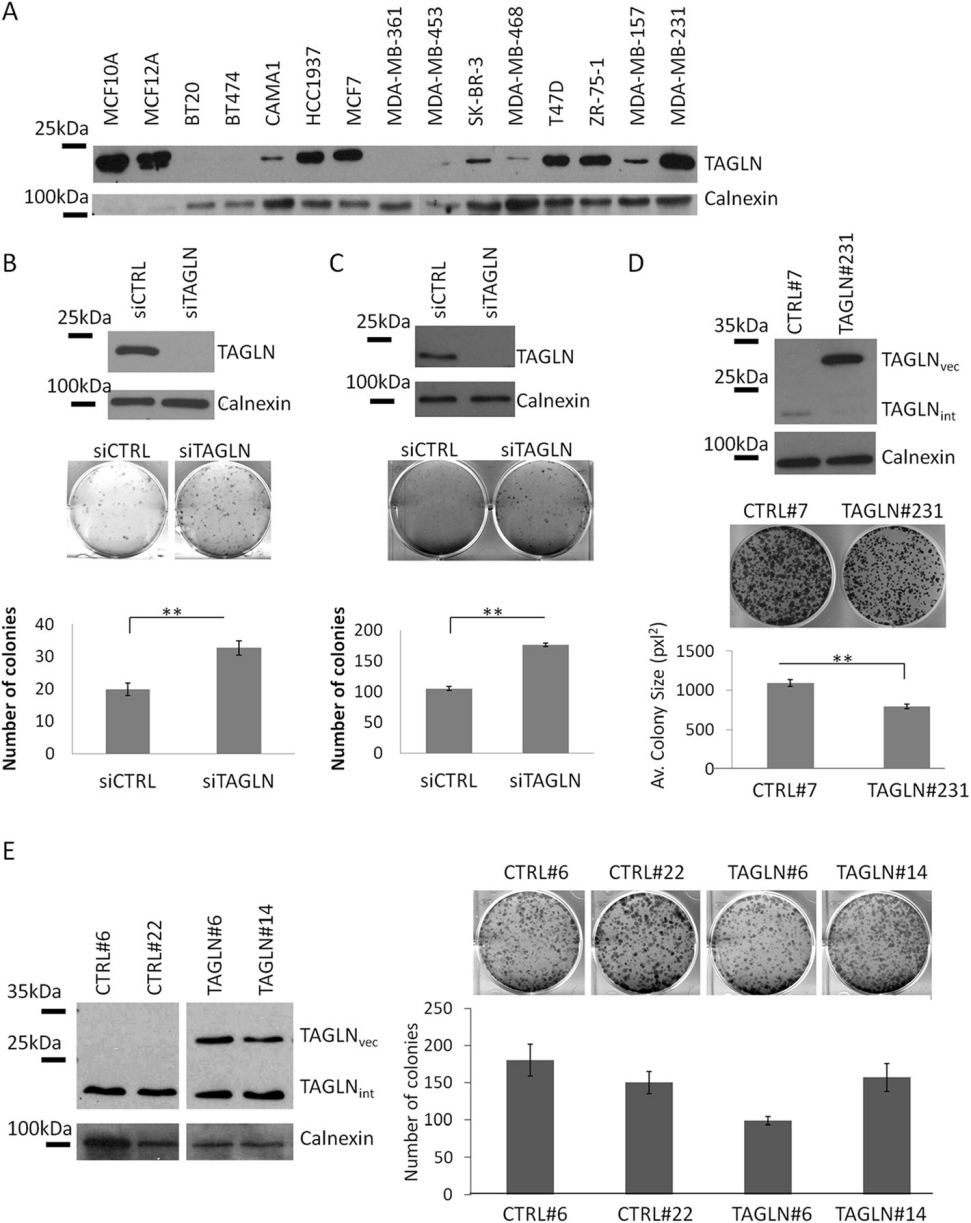
Effect of *TAGLN* overexpression and silencing on breast cell lines. **a** Western blot analysis of TAGLN in breast carcinoma and non-tumorigenic breast cell lines. **b–c** Western blot shows *TAGLN* silencing in MCF10A (**b**) and MCF12A (**c**) cells (*upper panels*). 2D colony formation assays (*middle* and *lower panels*) show increased colony formation in *TAGLN* silenced (si*TAGLN*) MCF10A (**b**) and MCF12A (**c**) cells compared to controls (siCTRL). **d**–**e** Western blot analyses of *TAGLN* overexpression and subsequent colony formation assays in MDA-MB-361 (**d**, *upper panel*), and MDA-MB-157 (**e**, *left panel*) cell clones. Overexpression of ectopic TAGLN (TAGLN_vec)_ and levels of endogenous TAGLN (TAGLN_int)_ were determined with TAGLN specific antibody in clones. *TAGLN* overexpression caused higher cell proliferation in MDA-MB-361 cells (**e**), while did not affect MDA-MB-157 cells (**f**). Each assay was conducted at least in quadruplicates. Two sample *t* test was used for comparisons. *Error bars* represent standard errors. **P < 0.01

## Discussion

The combination of high-throughput expression profiling technology and treatment of cells with various DNA methylation inhibitors has been widely used to discover genome-wide effects of these drugs or to identify specific genes involved in the related pathways. Here, we used the same technology and identified *TAGLN* as an important candidate biomarker, frequently downregulated by promoter hypermethylation in breast cancer. A recent study (GEO ID: GSE22250) also used this method in breast cancer [37], in which multiple breast cancer cell lines without biological replicates were exposed to 1 μM AZA. About half of the probe sets commonly upregulated in BC cells by AZA treatment in our setup were also upregulated (*P <* 0.05) in the AZA-treated BC cell lines in the aforementioned study, although they used a lower dose (1 μM) of AZA. This indicates a potential dose dependency of AZA treatment such that some of the genes may require higher concentration of AZA to be induced. However, we determined *TAGLN* to be upregulated by 2.38-fold (average of two probe sets, *P* < 0.05, paired *t* test) also in GSE22250 study, yet this was not reported by the authors.

The pathway analyses of 5 μM AZA-induced genes revealed that the most significantly enriched pathways in MCF7 cells were the cell motility, angiogenesis, cytoskeleton, and cell communication pathways, which could have been suppressed in these non-motile cells under normal conditions by DNA methylation. Yet, motility-associated genes in invasive and motile MDA-MB-231 cells might have already been active even before the AZA treatment, so only gene expression and protein kinase regulation pathways were enriched upon AZA treatment. 

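Actin cytoskeleton and contractile genes rose together in MCF7 cells: of 27 measured, 20 were higher and none lower (median log2 fold change 0.98, camera adjusted p = 6.65e-13, equal counts when adjusted over the list alone). Besides TAGLN, the myosin light chain MYL9 (4.36, standard error 0.15, adjusted p = 4.15e-09 from limma), the calponin CNN3 (4.32) and the caldesmon CALD1 (4.32) rose most. Of 42 genes of cell motility and angiogenesis, 16 were higher and 1 lower (median 0.34, adjusted p = 3.65e-06), led by the plasminogen activator PLAU (4.42, standard error 0.12, adjusted p = 9.20e-10), EPAS1 (3.35), JAG1 (2.81) and the metalloproteinase inhibitor TIMP1 (2.17). In MDA-MB-231 cells 6 actin genes were higher and 6 lower, with a median of -0.09, a mean of 0.03 and no call (adjusted p = 0.642), with ACTA2 at 1.56 and TGFB1I1 at -1.36. The AZA effect on the actin list was larger in MCF7 cells by a median of 1.27 (18 genes with a larger effect and 1 with a smaller one, adjusted p = 1.67e-11). Before treatment, 15 of the 27 actin genes were lower and 3 higher in MCF7 than in MCF12A cells (median -1.07, adjusted p = 3.60e-05, and adjusted p = 0.101 with an estimated correlation), and 18 of the 42 motility genes were lower and 8 higher (median -0.18, adjusted p = 0.0124, and adjusted p = 0.139 with an estimated correlation).

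**Figure D5:**
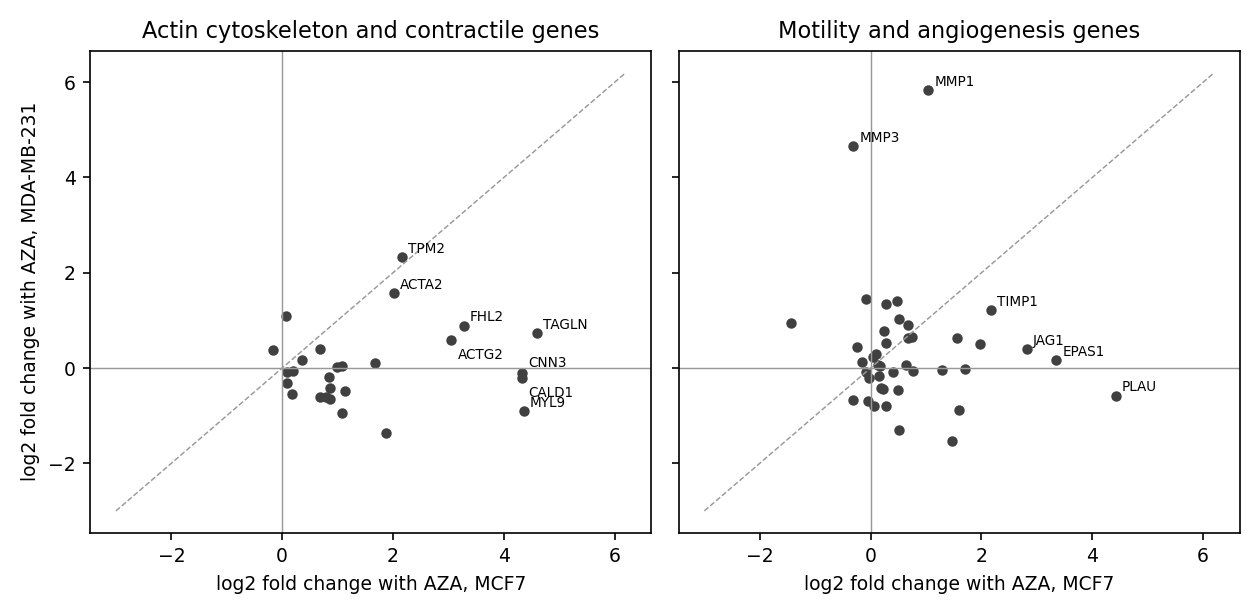
Log2 fold change with AZA in MCF7 cells (horizontal) against that in MDA-MB-231 cells (vertical) for actin cytoskeleton and contractile genes (left) and genes of motility and angiogenesis (right). Each point is 1 gene, and the dashed line marks equal changes. Most actin genes lie to the right of 0 and below the dashed line, and MMP1 and MMP3 lie far above it.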

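Genes of motility and angiogenesis moved both ways in MDA-MB-231 cells: 13 of 42 were higher with AZA and 7 lower (median log2 fold change 0.09, camera adjusted p = 0.108). The matrix metalloproteinases MMP1 and MMP3 rose most (5.83, standard error 0.13, and 4.66, standard error 0.15, adjusted p = 5.48e-10 and 6.91e-09 from limma), and the receptor of vascular endothelial growth factor KDR rose by less (1.44), whereas TIMP3 was lower (-1.53). Single members differed widely between the BC lines: the AZA effect in MCF7 minus that in MDA-MB-231 cells was 5.00 for PLAU and -4.80 for MMP1. Over the list this difference had a median of 0.33 (adjusted p = 0.0235, and adjusted p = 0.233 with an estimated correlation). Before treatment, 19 of the 42 genes were higher and 5 lower in MDA-MB-231 than in MCF12A cells (median 0.43, adjusted p = 0.00190, and adjusted p = 0.101 with an estimated correlation). MMP9, which the paper discusses elsewhere, changed by 0.75 in MCF7 (adjusted p = 0.0107) and by 0.65 in MDA-MB-231 cells (adjusted p = 0.0233).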

Commonly induced pathways in both cell lines were those relatively known as characteristics of the AZA effect on cancer cell lines [44–47], while commonly downregulated pathways mostly consisted of the cell cycle, cell division and metabolism-related pathways, potentially resulting in cessation of cell growth and proliferation when deactivated, enabling AZA’s anti-cancer effect. Yet, most of these downregulated genes could be possibly repressed due to secondary effects of AZA treatment, as it caused induction of several transcription regulatory genes.

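Germline and stress-response genes were among those that AZA raised in both BC lines and in MCF12A cells as well. Of the probe sets called, 1166 were higher in both MCF7 and MDA-MB-231 cells where independent lists would share 297, and 1033 were lower in both where they would share 291. The lists of both lines took their variances from the same fit and counted dim probe sets. This may add to the overlap, and how much was not tested. In all 3 lines 580 were higher and 307 lower. Among the genes higher in the 3 lines, the log2 fold change in MCF7, MDA-MB-231 and MCF12A cells was 4.62, 5.41 and 4.03 for GCNA, 4.52, 3.26 and 3.88 for the cancer-testis antigen FMR1NB, 3.26, 3.22 and 3.59 for MAGEB2, and 3.12, 2.96 and 3.71 for the stress cytokine GDF15. The DMSO level lay under a log2 of 6 for FMR1NB and MAGEB2 in the 3 lines and for GCNA in MDA-MB-231 cells, so these increases are lower bounds. Of the 3 probe sets of GDF15, only the one given had an adjusted p under 0.05 in each line, and in MDA-MB-231 cells 2 of the 3 moved up. Pearson's r between the AZA effects of MCF7 and MDA-MB-231 cells, each against its own DMSO arrays, was 0.288 across probe sets, which are not independent replicates. Of 26 p53 targets, 20 were higher in MCF7 (median 0.98, camera adjusted p = 4.62e-12), 12 higher and 1 lower in MDA-MB-231 (0.33, adjusted p = 0.000187) and 17 higher in MCF12A cells (0.77, adjusted p = 9.36e-12), with equal counts when adjusted over the list alone. The AZA effects on DNA replication genes went opposite ways, since 17 of 37 were higher and none lower in MCF12A cells (0.58, adjusted p = 7.31e-13), with the licensing factor CDC6 at 1.40 and the sliding clamp PCNA at 1.04. Genes of mRNA processing fell in both BC lines, with 9 of 36 lower in each (medians -0.43 and -0.38, adjusted p = 1.14e-09 and 6.11e-07, and for MDA-MB-231 cells adjusted p = 0.0552 with an estimated correlation). In MCF12A cells 1 of them was lower (median -0.11, adjusted p = 0.0324, and adjusted p = 0.292 with an estimated correlation), and the median there ranged from -0.14 to -0.06 without 1 array.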

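Immediate-early and stress regulators of transcription rose with AZA in all 3 lines. Of 37 measured, 18 were higher and 2 lower in MCF7 (median log2 fold change 0.60, 19 and 2 when adjusted over the list alone), 21 and 3 in MDA-MB-231 (0.69) and 20 and 3 in MCF12A cells (0.70, and 0.43 to 0.77 without 1 array). The camera adjusted p was 1.32e-06, 1.44e-07 and 3.17e-06, but with adjusted p = 0.158, 0.145 and 0.163 with an estimated correlation the calls were lost. In MCF7 cells the stress factor ATF3 (3.44, standard error 0.27, adjusted p = 3.21e-06 from limma) and the growth arrest gene GADD45A (2.97, standard error 0.10) rose, and MYC fell (-1.51, standard error 0.11). In MDA-MB-231 cells ID2, an inhibitor of differentiation factors (3.44, standard error 0.15), FOS (3.32, standard error 0.38, adjusted p = 6.50e-05), ATF3 (3.01) and EGR1 (1.86) rose. ID2 rose more in MDA-MB-231 than in MCF7 cells, with a difference of AZA effects (MCF7 minus MDA-MB-231) of -3.22. Over the list, the AZA effect was not called different between MCF7 and MDA-MB-231 cells (median difference -0.12, adjusted p = 0.731). Most genes of this list respond within hours, and the arrays were made at a single time, 4 days, so they give no order of the increases and decreases.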

The promoter region of *TAGLN*, one of the strongest candidate genes among many probe sets, was previously found to be methylated in hepatocellular carcinoma and normal hepatocytes [48] and was hypermethylated in colorectal carcinoma [49]. Using a luciferase reporter gene construct containing the 5′-flanking region of *TAGLN* promoter, and *in vitro* methylation of the CpG dinucleotides within this region, Yamamura et al*.* [39] showed that the transcriptional activity of *TAGLN* promoter could indeed be controlled by DNA methylation in smooth muscle cells. However, transcriptional regulation of this gene in breast cancer has never been studied before.

Our study is the first to document the regulation of *TAGLN* gene expression by promoter hypermethylation in both breast carcinoma cell lines and normal matched tumor breast tissues, as well as in tumor tissues of large set of publicly available data by means of bioinformatics analyses. Frequent hypermethylation of the *TAGLN* promoter region, in breast cancer even at low-grade tumors, is comparable to the hypermethylation frequencies of known TSGs in breast and other types of tumors [50]. High frequency of DNA hypermethylation of certain genes enables detection of circulating cell-free tumor DNA from easily accessible and noninvasive sites, like serum or plasma, of cancer patients, with quick and sensitive techniques such as methylation-specific PCR (MSP) [14, 15, 51]. Even though it is possible to detect and analyze hypermethylated genes from the fine needle aspirates, nipple aspirates, and ductal lavage for breast cancer patients [52–54], diagnosis from serum or plasma is more patient friendly and noninvasive and can be easily repeated during the follow-up period. Thus, pursuit for blood-based tests for diagnosis of breast cancer has been an ever expanding research area [12, 55]. The most common biomarker candidates for detection of breast cancer from serum is *RASSF1A* gene, with 100 % specificity and 75 % sensitivity [56], and *RARβ* with 94 % specificity and 87 % sensitivity [57]. Based on the high frequency of hypermethylation in breast cancer patients compared to healthy tissues, *TAGLN* promoter methylation levels can be used as an epigenetic based biomarker for diagnosis, either alone or together with other frequent markers. Indeed, the results of our ROC analyses with high sensitivity and specificity values, point out *TAGLN* gene methylation as a good candidate for a tumor marker, with 83.14 % sensitivity and 100 % specificity. These ratios are similar to the ones obtained by combining the scores of more than one gene for detection of breast cancer (reviewed in Kristiansen 2013 [12]), and could increase their competence when included in these panels. The power of *TAGLN* promoter hypermethylation as an epigenetic diagnosis biomarker seems promising and should be validated for detection of tumor DNA from serum, plasma, or nipple and ductal fluids in a large, prospective screening study.

*TAGLN* methylation states also relate to the prognosis of breast cancer, as *TAGLN* promoter methylation levels were negatively correlated with cellular proliferation and worse prognosis marker *ANLN* expression in our tumor-normal matched tissue panel [40]. Moreover, the probability of 10-year RFS of patients was greater with lower *TAGLN* methylation scores, independent of grade, stage, and other prognostic factors. These outcomes indicate that hypermethylation of *TAGLN* promoter can also be used as a prognostic marker. Larger cohorts of patients with matched breast cancer and adjacent normal tissues, and available survival information should be used to validate these findings with bisulfite sequencing or other sensitive techniques like MSP.

*TAGLN* expression was previously found to be downregulated in several types of cancer and transformed cells [18, 20–22, 24]. However, studies on breast cancer were limited to a small number of cell lines and tissues, all of which were ductal carcinoma in situ. In this study, we showed strong and consistent downregulation of *TAGLN* mRNA and protein expression in three independent sets of breast tumor tissues compared to non-tumor tissues (total number of samples *n* = 130 tumors and *n* = 35 normal tissues). Furthermore, this is the first time an association between *TAGLN* expression and breast cancer prognosis is suggested by independent findings: (1) negative correlation of *TAGLN* expression with poor prognosis marker *ANLN* [40]; (2) decreased *TAGLN* expression particularly in triple negative breast cancer in addition to all molecular subtypes of breast cancer tissues; and (3) longer 10-year OS and RFS of low-grade breast cancer patients with higher *TAGLN* expression.

TAGLN is usually known as a mesenchymal protein [19], whose expression increases with epithelial to mesenchymal transition (EMT) [58–60]. In this study, we found that the expression of *TAGLN* was higher in grade 1 and 2 tumors compared to grade 3, suggesting that *TAGLN* expression could be decreased even more when the tumor progresses into a more undifferentiated state in breast cancer. This suggests that downregulation of *TAGLN* expression may not be related to the EMT state of breast tumors while its downregulation can be an important marker in breast tumor progression. Future studies with higher numbers of grade 2 and grade 3 tumor samples will help increase confidence in this regard.

Previous data on association of *TAGLN* with metastatic states of other tumor types are also controversial. While some studies negatively correlated *TAGLN* expression with lymph node status in colon [32] and prostate cancers [61], others found positive correlation in colorectal cancer [34]. Increased expression of *TAGLN* in metastatic nerve sheath tumors was also shown [62]. At least part of the discrepancies in the expression levels of *TAGLN* in different studies has been explained as a result of higher *TAGLN* expression in the tumor stroma of invasive tumors rather than the tumor tissue itself, which is revealed by subsequent IHC staining analyses [33, 63–65]. Accordingly, extensive staining of TAGLN in the tumor stroma was also found in our panel of breast tissues stained by IHC, while *TAGLN* gene expression was specifically downregulated in tumor tissues of all grades and pathological types, when compared to normal tissues**.**

While some studies suggest a TSG function for *TAGLN* due to downregulation in different types of tumors [22, 24, 32, 49, 60, 66, 67], others define tumor-promoting activities or overexpression in cancer [34, 68, 69]. Despite these contradictory functions suggested in different types of tumors, our findings support a possible tumor suppressive role of this protein in breast cancer. The observed anti-proliferative effect exerted by TAGLN on breast cells in our study can be caused by its close association with the actin cytoskeleton [17, 70], which has essential roles in several pathways in a cell (reviewed in Hall, 2009 [71]). *TAGLN* expression is known to directly affect actin cytoskeleton dynamics [60, 70, 72, 73]. In yeast, higher expression of *TAGLN* homolog Scp1 decreases actin dynamics, leading to increased permeability of mitochondria and release of reactive oxygen species (ROS), which in turn results in cell death [74]. Similar results have been reported in melanoma cells [75]. Likewise, *TAGLN* depletion in fibroblasts resulted in disrupted actin organization and lower levels of ROS [60]. Thus, lower *TAGLN* expression observed in breast tumors and cell lines can support tumor development or cell proliferation by means of decreased ROS production resulting in longevity, or other mechanisms and pathways involved, which should be further tested in a comprehensive and focused functional study.

TAGLN is known to be involved in SMC migration via formation of podosomes and focal adhesions [73, 76, 77], as well as in lung fibrosis [78]. Controversially, its overexpression results in decreased cellular migration in colon cancer [32, 79]. We found that overexpression of *TAGLN* in MDA-MB-157 cells did not cause any significant change in both the migration and invasion capabilities of these BC cells. It is possible that TAGLN acts differently in mesenchymal SMCs and in epithelial origin of cancer cells, as protein profiles might differ among different cell types, affecting the functions of individual proteins. Further studies are required to unravel possible protein partners of TAGLN in cells with different origins to explain the contradictory outcomes observed in different studies.

## Conclusions

Our novel findings support the essential role of *TAGLN* gene in breast cancer pathogenesis, regarding its negative effect on cellular proliferation and its consistent downregulation in tumors. Based on substantially high methylation frequencies in breast cancer, further studies focusing on *TAGLN* promoter methylation as a diagnostic marker, combined with other biomarkers, should seriously be considered. These further studies with expanded breast cancer patient cohorts and bisulfite sequencing accompanied with expression analyses will determine whether *TAGLN* expression and/or methylation could also be used as a prognostic marker as well.

## Methods

### Cell culture and AZA treatment of breast cell lines

MCF7, MDA-MB-231, MDA-MB-453, MDA-MB-468, BT-20, BT-474, ZR-75-1, HCC1937, MDA-MB-361, MDA-MB-157, and MCF12A cell lines were purchased from American Type Culture Collection (ATCC). MCF10A cell line was kindly provided by Elif Erson Bensan, (METU, Ankara, Turkey). All cell lines were grown as recommended by ATCC. AZA (5 μM, Sigma-Aldrich, A3656) dissolved in DMSO (Applichem, A1584.0100) was used to treat cells for 96 h, and equivalent amount of DMSO was used as control treatment. Media was changed at every 24th hour, and cells were harvested at 96^th^ hour.

### RNA isolation, determination of RNA quality and hybridization to microchips

RNA was isolated from the cell lines with Nucleospin RNA kit (Macherey-Nagel (MN), 740955.5), quantified with NanoDrop ND-1000 spectrophotometer (Thermo Scientific, USA) and the RNA integrity was determined with Agilent 2100 Bioanalyzer (Agilent Technologies, Germany) and all RNA samples had RNA integrity number (RIN) between 9.8–10. Hybridization of the processed RNA samples to the gene chips (HGU-133-Plus 2.0, Affymetrix, USA) were done following the standard Affymetrix protocol, in the Microarray Hybridization Facility, at Bilkent University (Ankara, Turkey).

### Quality control and analysis of the microarray expression data

Data were scanned from the microchips with GCOS software (Affymetrix, USA). Raw data were normalized with justRMA method using BRB-ArrayTools 3.8.0-beta, developed by Dr. Richard Simon and the BRB-ArrayTools Development Team (NCI, USA). 

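The deposited log2 values ran from 2.42 to 15.11. Centring each array on its median or quantile-normalizing the values a second time left the counts of changed probe sets within 1.5 times those from the values as deposited.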

Quality control and further analyses were performed using BrB-ArrayTools. RNA degradation plots and 3′ to 5′ signal ratios for probe sets corresponding to *ACTB* and *GAPDH* mRNAs were calculated for quality control assessments. 

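For ACTB, the 3′ minus the 5′ control probe set, as a log2 difference, lay between 0.08 and 0.31 on the 18 arrays, and for GAPDH between -0.09 and 0.04. RNA degradation plots need the single probes of each probe set and were not made here.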

Class comparison tool, which uses random variance model of *t* test for small size samples, was used to find differentially expressed genes between treatment groups. 

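With a random variance model written from the methods and applied to the 4 arrays of each comparison, at 1.5-fold and an unadjusted p under 0.05, 3993 probe sets were higher and 4634 lower with AZA in MCF7 cells, 4284 and 3679 in MDA-MB-231 cells, and 2980 and 2321 in MCF12A cells. TAGLN (probe set 1) had adjusted p = 6.89e-08 in MCF7 cells under this model and adjusted p = 0.000753 in MDA-MB-231 cells. The model, like limma's moderated test, borrows the variance of a probe set in part from the other probe sets.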

Functional annotations were done using “Functional Annotation Chart” tool of DAVID Bioinformatics Resources 6.7 (NIH, USA).

### CDNA synthesis and quantitative RT-PCR

cDNA was synthesized from 1 μg total RNA, using oligo-dT primers and RevertAid First Strand cDNA Synthesis Kit (Thermo Scientific, K1622) according to user’s protocol. Specific primers for PCR amplification (available upon request) were designed using PrimerBlast of NCBI [80]. qRT-PCR experiments were performed in duplicates, using DyNAmo™ HS SYBR® Green qPCR Kit (Thermo Scientific, F-410 L). 

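GAPDH, an enzyme of glycolysis, was measured by 6 probe sets, 3 of them control probe sets at the 3′ end, middle and 5′ end of its mRNA. All 6 had a log2 fold change below 0 with AZA in each of the 3 lines, also with the arrays centred on their medians and after quantile normalization. It lay between -0.09 and -0.05 in MCF7 and between -0.16 and -0.11 in MCF12A cells, where no probe set was called (smallest adjusted p = 0.560 and 0.297 from limma).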

*GAPDH* as a reference gene was tested by calculating the significance of the log_2_ fold change of multiple probe sets represented in the array. Our results suggested that *GAPDH* was a reliable and stable reference gene in response to AZA treatment in MCF7, MDA-231, and MCF12A cell lines since no probe set exhibited fold change greater than 1.2 fold (log_2_ fold change: −0.28, FDR >0.1). Thus, *GAPDH* was used as an internal control gene in cell lines, and *ACTB* and *SDHA* geometric means were used [81] for internal control genes in tissue samples. 

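In MDA-MB-231 cells the log2 fold changes of GAPDH lay between -0.28 and -0.14. The lowest was a 1.22-fold decrease with adjusted p = 0.0491 from limma (n = 2 per group), and adjusted p = 0.0917 under the random variance model. When 1 of the 4 MDA-MB-231 arrays was left out, its adjusted p lay between 0.0864 and 0.196. None of the 6 probe sets reached 1.5-fold in any line. For comparison, the reference gene ACTB had log2 fold changes between -0.40 and -0.26 in MDA-MB-231, between 0.19 and 0.30 in MCF7 and between -0.35 and -0.17 in MCF12A cells. For TFRC, the transferrin receptor, 3 of 5 probe sets were called lower in MDA-MB-231 cells, the lowest at -0.99. From the fold and the false discovery rate of these changes, the paper infers, with a hedge, that GAPDH is a stable reference gene under AZA.

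**Figure D6:**
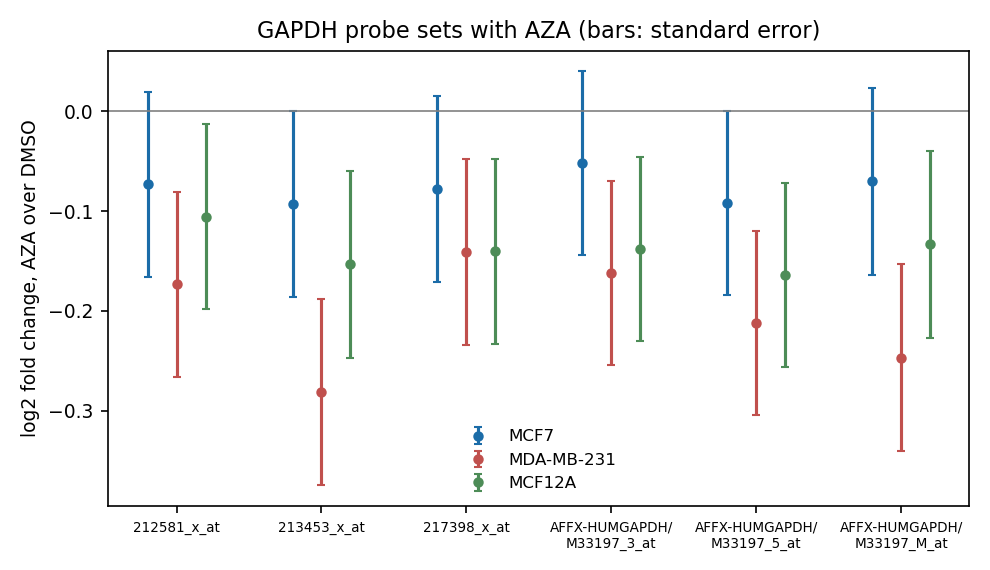
Log2 fold change of the 6 GAPDH probe sets, AZA over DMSO, in MCF7, MDA-MB-231 and MCF12A cells. Points are the estimates from limma and bars their standard errors (n = 2 arrays per group). All 18 points lie below 0, the lowest at -0.28.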

Delta Ct method [82] was used for relative quantification of mRNAs, using the calculated efficiency values of each primer pair. Statistical significance of differences between groups was tested with Mann–Whitney test or Wilcoxon signed rank test (for paired data), using the log_2_ transformed expression values, using GraphPad Prism 6.0 (GraphPad Software Inc., USA).

### DNA isolation, bisulfite treatment and sequencing

DNA was obtained using Nucleospin Tissue kit (Macherey-Nagel, 740952.5) as described in the user protocol. Bilsulfite treatment was carried out with 1 μg DNA, using Epitect Bisulfite Kit (Qiagen, 59104). CpG islands were detected and bisulfite sequencing primers for *TAGLN* gene were designed using the Methyl Primer Express® software (Applied Biosystems, USA). The primers amplified the region between −290 to +117 bp with respect to TSS (GenBank: NM_003186.3) (Left primer: 5′-GGGGTTAGAGAATAGTGAAGTAGGAGTA-3′; Right primer: 5′-ACACTCACAAAACTTCCTCAAAACT-3′). Gel extraction was carried out with the QIAquick Gel extraction kit (Qiagen, 28704). Specific PCR products were cloned into pGEM-T-easy cloning vector (Promega, A1360) after which plasmid isolation of selected colonies (5 for each sample) was performed with the PureLink Quick Plasmid Miniprep Kit (Invitrogen, K210011) and sent for sequencing. Sequencing of the bisulfite-treated DNA inserts was performed with SP6 primers using the dideoxy chain termination method (by Iontek, Istanbul, Turkey). Bisulfite sequencing results were analyzed using QUMA software [83]. Statistical differences between breast cancer and NTB cell lines were tested with Mann–Whitney test. Statistical differences between methylation percentages of paired tissues were tested with Wilcoxon signed rank test, in GraphPad Prism 6.0.

### Breast tumors and normal tissue samples

*TAGLN* expression in publicly available datasets was analyzed using Oncomine™ (Compendia Bioscience, USA). Primary breast tumors and their matched normal tissues (Table 1) were surgically removed from patients (*n* = 21), at Numune Training and Research Hospital, Ankara, Turkey. The use of the tissue material in this project was approved by the Ethics Committee and consents were obtained in accordance with the Helsinki Declaration of 1975. Tumor samples used in the study were composed >90 % of tumor cells, according to hematoxylin and eosin staining. RNA isolation from tissues was performed with Trizol (Life Technologies, 15596–026). Breast tumor cDNA array (OriGene, BCRT101) was composed of 41 tumor and 7 normal tissues. Breast tumor tissue array (BioChain, Z7020005) was composed of 7 non-tumor and 68 tumor tissues of breast.

### IHC staining and scoring

Immunohistochemical studies were performed automatically in the Bond Max equipment (Leica Microsystems Inc.). Antigen retrieval steps were performed in Bond-Epitope Retrieval Solution 1 (Leica Microsystems, Germany) with TAGLN antibody (1:500, Abcam ab1416) at 100 °C. Detection was carried out with Bond Polymer Refine Red Detection kit (Leica Microsystems, DS9390). Stained slides were dehydrated and covered with mounting medium (Dako, CS70330) and cover-slips. Digital images of the slides were evaluated using the H-score method [84]. Statistical differences between groups were calculated with Mann–Whitney test while correlations were tested with Spearman correlation, in GraphPad Prism 6.0.

### Survival analysis and analysis of publicly available methylation data

Survival analyses regarding the expression of *TAGLN* were performed using Kaplan-Meier (KM) plotter, breast cancer cohort [43]. Gene expression information of 205547_s_at probe set corresponding to *TAGLN* was used. Auto cutoff was used to generate the best performing KM curves. To perform methylation analyses, all the methylation data published under super-series GSE20713 (GSE20712 and GSE22249) and a separate dataset (GSE31979), whose data distributions were similar, were downloaded from GEO2R. Both of the studies were performed on GPL8490 Illumina HumanMethylation27 BeadChip arrays. One probe (cg24619694) corresponded to a CpG at +445 position from TSS of *TAGLN*, and the other probe (cg06950730) corresponded to a CpG at −561 position. Methylation scores of two probes were correlated (Spearman coefficient = 0.714, *P* < 0.0001). Thus, average methylation scores of the two probes were used for the calculations. The data were normalized by assigning 0 for the lowest average methylation scores for two probes of *TAGLN* gene, and assigning the value 100 for the highest scores for each dataset, and the scores in between are fit into a sigmoidal curve. Normalized methylation scores (NAMS) were used for the further studies. Mann–Whitney test was used to compare two groups. For correlation analyses, expression data (GSE20711) corresponding to 88 breast cancer patients and 2 healthy individuals included in the methylation study (GSE20713) was downloaded from GEO2R, and the Spearman’s rank correlation between expression and methylation scores was calculated. For survival analyses using the NAMS values, a range of values greater than or equal to the diagnostic cutoff (i.e., 60, 65, 70, 75, 80, 85, and 90) was tested, and the best performing cutoff was determined to be NAMS >80 [85]. Patients were divided into NAMS ≥80 and NAMS <80 groups, and 10-year RFS were calculated for each group. *P* values were calculated using Gehan-Breslow-Wilocoxon test in GraphPad Prism 6.0.

### Western blotting

Protein lysates (20–50 mg) from cell lines were separated under reducing conditions (5 % β-mercaptoethanol), in 12 % Tris-glycine gels and SDS-Tris-glycine running buffer and were blotted on nitrocellulose membranes. Membranes were incubated overnight at 4 °C, with primary antibodies (α-TAGLN, Abcam ab1416, 1:2,000; α-Calnexin, Abcam, 1:20,000), followed by washing with Tris buffered saline –Tween-20 (0.25 %, TBS-T) and secondary antibody (horse radish peroxidase-conjugated anti-rabbit IgG, Abcam 1:5,000) incubations for 1 h at room temperature. Signal detection was performed with ECL prime system (Amersham Life Science, RPN2232).

### siRNA transfections and overexpression of *TAGLN* in breast cancer cells

siGENOME Human *TAGLN* siRNA (SMARTpool, Thermo Scientific, M-003714-02-0020) and siGENOME Non-Targeting siRNA #2 (Thermo Scientific, D-001210-02-20) control siRNA transfections were performed with RNAi-max (Invitrogen, 13778150), using the reverse transcription protocol supplied by the producer. *TAGLN* overexpression, TrueORF-Gold pCMV6-Entry-*TAGLN* (Origene, RC215789), and control pCMV6-Entry vectors (Origene, PS100001) were transfected to MDA-MB-361 and MDA-MB-157 cells using Lipofectamine 2000 reagent (Invitrogen, 11668019). Stable clones were generated with Geneticin (Gibco-Life Technologies, 10131–035) selection.

### 2D colony formation assays

Cells were seeded to be 2.000/well in 6-well plates and were grown for 2 weeks (MDA-MB-157, MCF10A, and MCF12A) or for 4 weeks (MDA-MB-361). Colonies were then stained with 0.5 % crystal violet and counted using Image J (NIH). Colony sizes of MDA-MB-361 were calculated using Image J. Colony sizes of other cell lines could not be determined due to more scattered nature of colonies of these mesenchymal types of cells. Statistical differences were calculated with two sample *t* test in GraphPad Prism 6.0.

### *In vitro* wound healing and Matrigel invasion assays

For *in vitro* wound healing assays, cells were plated to be confluent in 24-well plates. Next day, media was changed to low serum media (0.5 % FBS) and at least 6 independent scratches/sample were made with 200-μl pipette tips, and photos were taken after 24 h. Statistical differences between groups were tested with the Mann–Whitney test in GraphPad Prism 6.0. For Matrigel invasion assays, Growth Factor Reduced Matrigel Matrix Basement Membrane (BD, 356230) was diluted (1:5) and added to Transwell Permeable Support invasion chambers (Corning, 3422) in 24 wells to form a thin layer. Cells (150,000) per chamber were added to the upper chamber with 0.5 % serum containing media and the lower chamber was supplied with 10 % serum containing medium. Cells on the lower side of the chamber were stained with Giemsa and counted at the 48^th^ hour.

## Availability of supporting data

The data set supporting the results of this article is available in the Gene Expression Omnibus (GEO) repository, [GSE71363, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE71363].

## Additional files

Additional file 1:
**Expression changes upon AZA treatments.** Probe IDs, gene names, and fold change ratios of the genes altered upon AZA treatment in each cell line at 1.5 fold and *P* < 0.05 have been listed. 

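Each sheet of this file lists the probe sets of 1 cell line and direction, with its p-value, the average of the AZA and of the DMSO arrays and their ratio. The sheets were used here only in part: of the rows for MDA-MB-231 cells 1998 of 4283 raised and 1999 of 3679 lowered, and of those for MCF7 cells 1998 of 3992 raised and 286 of 4634 lowered. The raised probe sets of MCF12A cells, 2981 in the paper's count, were not used. In the fits made here, genes with large changes besides those described in the results were the vitamin D-degrading CYP24A1 (log2 fold change 5.67), S100A8 (5.40) and CST6 (5.27) in MCF7, SYNE1 (5.20) and the BMP antagonist GREM1 (4.95) in MDA-MB-231, and RRAD (4.94), TFPI2 (4.61) and CEP70 (-2.65) in MCF12A cells.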

(XLSX 2886 kb) Additional file 2:
**Expression in untreated breast cancer cell lines in comparison to MCF12A.** Probe IDs, gene names, and relative expressions in breast cancer cell lines with respect to untreated MCF12A at 1.5 fold and *P* < 0.05 have been listed. 

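This file compares the BC lines with MCF12A cells before treatment. It too was used here only in part, with 1998 of the paper's 7069 lowered and 1999 of its 8782 raised probe sets in MDA-MB-231 cells, and 1999 of 5852 lowered and 347 of 7082 raised in MCF7 cells, so no overlap of lists was computed. In the fit of the Mock arrays made here, AKR1C3 (log2 fold change -9.28) and the collagen-crosslinking LOX (-8.33) were among the lowest in MCF7 cells, KRT19 (9.13) and DSCAM-AS1 (9.10) among the highest, and the growth hormone receptor GHR (-7.01) was among the lowest in MDA-MB-231 cells, all lower bounds, since the lower levels were under a log2 of 6.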

(XLSX 11397 kb) Additional file 3:
**Final gene lists altered upon AZA treatments only in breast cancer cell lines.** Probe IDs, gene names, accession numbers and fold change ratios of the genes altered upon AZA treatment, in each breast cancer cell line at 1.5 fold and *P* < 0.05, and filtered as shown in Fig. 1A have been listed. 

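These final lists were given in full and could be compared with the selection made here. Of the paper's 1145 raised probe sets in MCF7 cells 1139 were selected here, and of its 913 in MDA-MB-231 cells 911. Of the 1875 lowered in MCF7 cells 1868 were selected, and of the 1447 in MDA-MB-231 cells 1436. The lists common to both lines held 198 raised and 262 lowered probe sets, of which 197 and 260 were selected. TAGLN probe sets 1 and 2 were among the 197.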

(XLSX 387 kb) Additional file 4:
**Tables not included in the main manuscript have been listed.** **Table S1.** Number of probe sets affected by AZA treatment; **Table S2.** Comparison of significantly altered probe sets with the independent study GSE20713 Dataset; **Table S3.** Cancer vs. normal analysis of *TAGLN* mRNA in Oncomine database. (PDF 18 kb) Additional file 5: Figure S1.
*TAGLN* expression and methylation status, and lymph node metastasis of breast cancer; **Figure S2.** Univariate survival analysis of *TAGLN* microarray expression levels; **Figure S3.** Effect of *TAGLN* over-expression on migration and invasion of MDA-MB-157 cells. (PDF 1151 kb)

## Abbreviations

ANLN: Anillin
ARE: average relative expression
AZA: 5-aza-2′-deoxycytidine, Decitabine
BC: breast carcinoma
DMSO: dimethyl sulfoxide
LN: lymph node
NAMS: normalized average methylation score
NTB: non-tumorigenic breast
ROC: receiver-operator characteristics
SEM: standard error of means
TAGLN: transgelin
TN: triple negative
TSG: tumor suppressor gene

# Supplementary material for: Transgelin gene is frequently downregulated by promoter DNA hypermethylation in breast cancer
**Source:** Clin Epigenetics. 2015 Sep 28;7:104. doi: 10.1186/s13148-015-0138-5
**Supplement:** Additional file 5: Figure S1. — TAGLN expression and methylation status, and lymph node metastasis of breast cancer; Figure S2. Univariate survival analysis of TAGLN microarray expression levels; Figure S3. Effect of TAGLN over-expression on migration and invasion of MDA-MB-157 cells.

Supplementary Figures

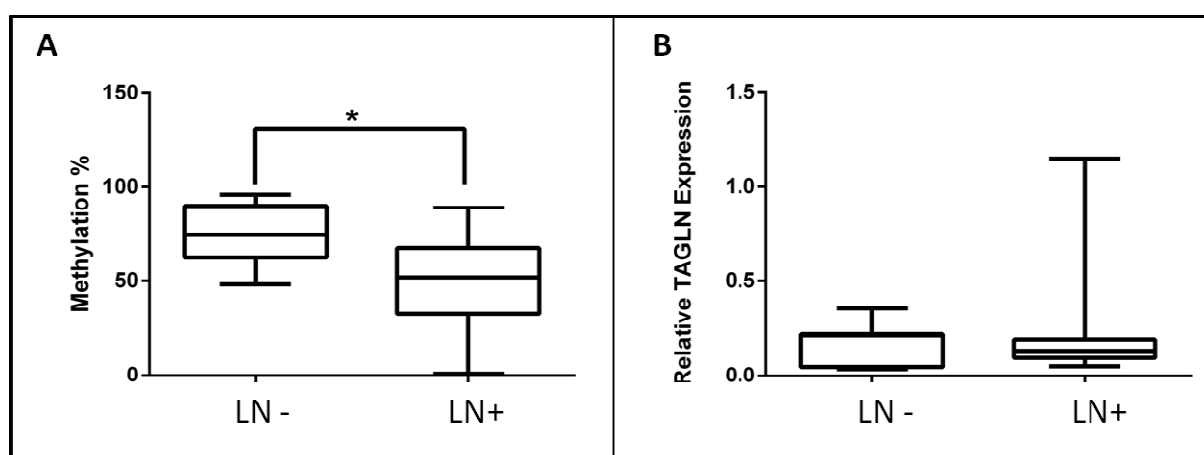

Figure S1. *TAGLN* expression and methylation status, and lymph node metastasis of breast cancer (A) Methylation levels of *TAGLN* were significantly higher in lymph node negative (LN-) tumors ($*P < 0.05$, Mann Whitney Test), (B) while mRNA expressions did not differ. The geometric means of *ACTB* and *SDHA* expressions were used as reference genes in qRT- PCRs analysis. Horizontal lines show maximum, median and minimum values.

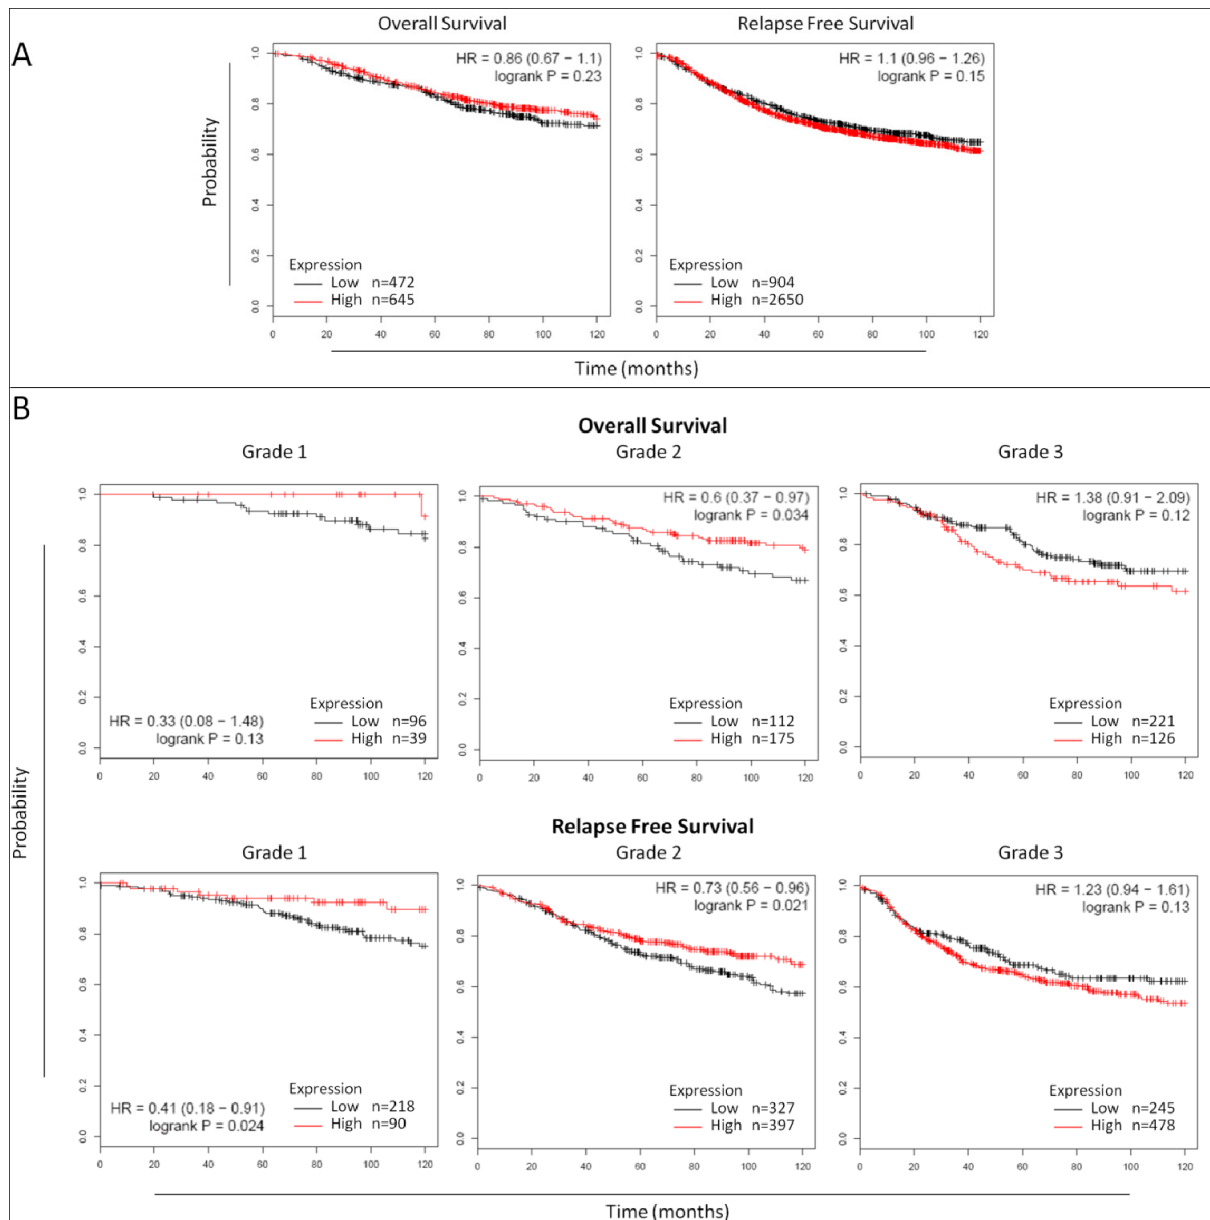

Figure S2: Univariate survival analysis of *TAGLN* microarray expression levels. KM plots were generated for *TAGLN* (205547_s_at) expression using KM plotter breast cancer cohort (<http://www.kmplot.com/>). **(A)** *TAGLN* expression does not affect either OS or RFS when all patients are analyzed together. **(B)** Higher expression of *TAGLN* results in significantly better OS in grade 2 patients, and RFS in grade 1 and grade 2 patients, while there was no significant difference in grade 3 patients.

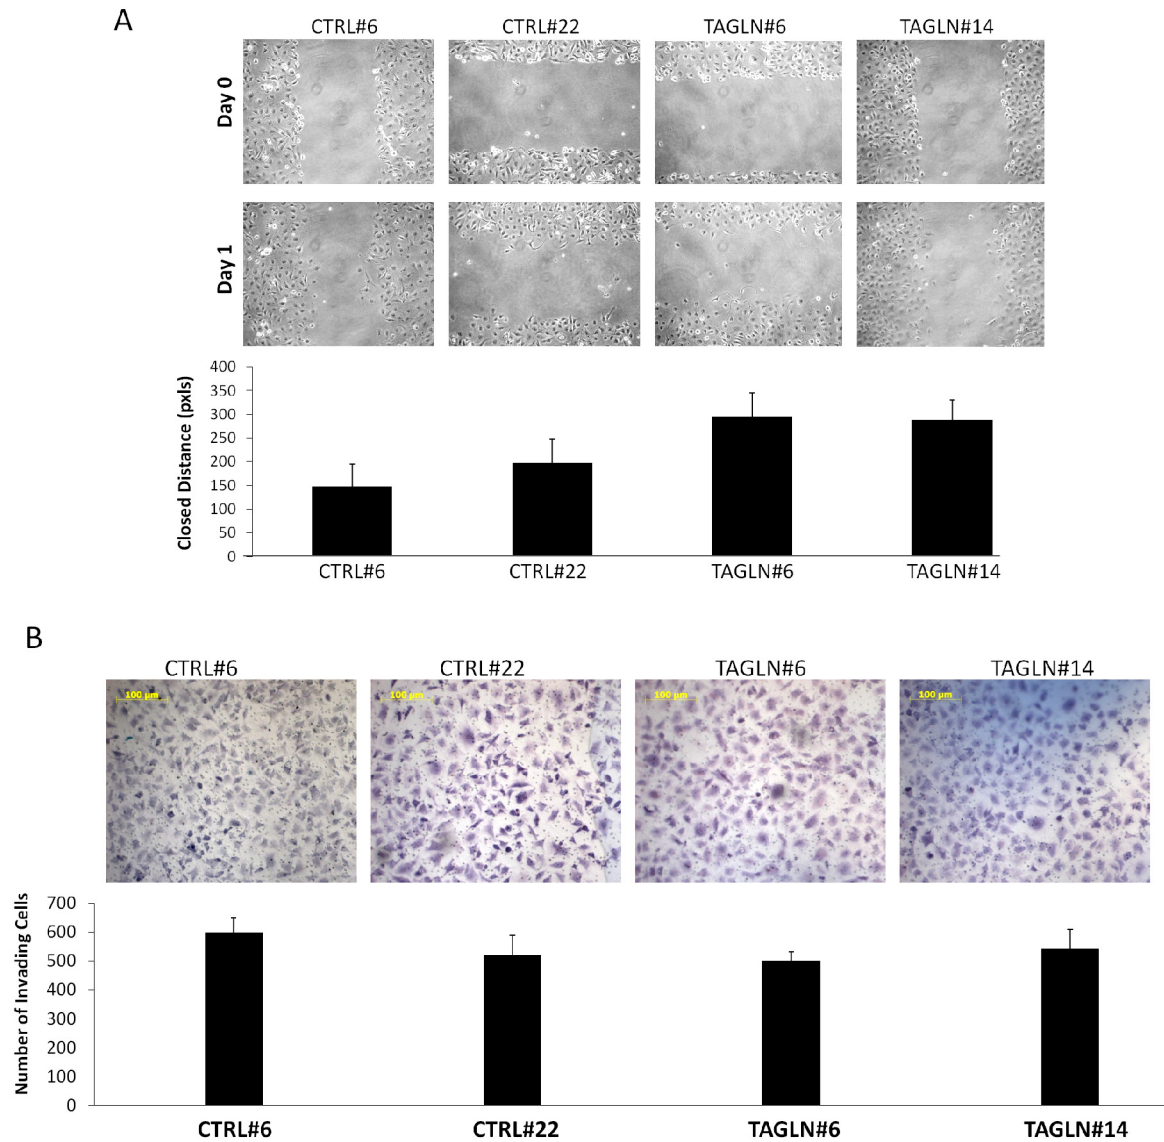

Figure S3: Effect of *TAGLN* over-expression on migration and invasion of MDA-MB-157 cells. *TAGLN* overexpression in MDA-MB-157 cells did not result in a significant difference in either migration (A), or invasion (B) of normally motile MDA-MB-157 cells. CTRL#6 and CTRL#22: MDA-MB-157 cells transfected with control vector. TAGLN#6 and TAGLN#14 : MDA-MB-157 clones transfected with *TAGLN* over-expression vector.

How the deposited data were processed for this re-analysis (not part of the article)

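Gene expression was measured in MCF7, MDA-MB-231 and MCF12A cells that were untreated (Mock), treated with DMSO or treated with 5 μM AZA, on 18 HGU-133 Plus 2.0 arrays, 2 for each of 9 groups. The authors normalized the raw data with justRMA in BRB-ArrayTools, and the values they deposited were log2 expression per probe set, one column per array, with no filter, no centring of probe sets and no pooling of replicates. No value was missing and no pair of arrays was identical. The cell line, treatment and replicate of each array were taken from its label, and no array was left out.

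AZA was compared with DMSO within each line by limma 3.58.1 in R 4.3.3, with a model of 1 mean per group over the 12 AZA and DMSO arrays and empirical Bayes moderation of the variances. The lines before treatment were compared in the same way over the 6 Mock arrays, and DMSO with Mock over all 18 arrays. Differences of AZA effects between lines were tested as interaction contrasts of the first model. p-values were adjusted by Benjamini-Hochberg over the 54675 probe sets of each comparison, and calls needed an adjusted p under 0.05 and a change of at least 1.5-fold, except for interactions, which had no fold minimum. The selection of probe sets followed the outline in Fig. 1a at the paper's thresholds of 1.5-fold and unadjusted p under 0.05: changed with AZA in a BC line, not changed the same way in MCF12A cells, and on the other side of untreated MCF12A cells before treatment. The pathway analysis with DAVID was not repeated. In its place, 24 gene lists written from general knowledge before the data were examined were tested in 2 ways. Their enrichment among selected genes was tested by 1-sided Fisher's exact tests against the 19775 genes with a probe set of their own, adjusted over 96 tests. A gene counted as selected if any of its probe sets was, which gives genes with more probe sets more chances. Their shift with AZA was tested by camera in limma with a preset correlation of 0.01, adjusted over 72 tests, with 1 probe set per gene, the one with the highest mean. With the preset correlation 46 of the 72 shifts were called, and with a correlation estimated from the data 21 were.

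The genes named in the text follow a rule that was also set before the data were examined: the genes the paper names, the 12 largest increases and 8 largest decreases in each AZA comparison whose AZA arrays both lay outside the DMSO arrays, the 6 highest and 6 lowest in each untreated comparison, the 4 largest differences each way between AZA effects, up to 4 members of each list and the 8 largest of the common selection. The text names a part of them, and the members listed beside a count of selected genes belong to that count. The first rows of the paper's Additional files 1 to 3 had been read when the rule and the lists were written. Probe sets with several gene symbols were tested but not named. Where the lower of the levels compared lay under a log2 of 6, the signal may be background and the difference is a lower bound.

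Each result, except the agreement of replicates, was also computed with some of these other choices, most of them set before the data were examined: the arrays in the model (4, 12 or 18), the random variance model of the methods, the replicate number as a block, dim probe sets left out (a log2 value of at least 6 in at least 2 arrays required), fold minimums of none and 2, array weights, a variance prior that follows the mean, centred arrays, a second quantile normalization, Mock or DMSO as the control or baseline, adjusted p-values in the selection, the mean of a gene's probe sets, an estimated correlation, and leaving out each array in turn. The limma steps were tested on simulated data with the same layout: in the MCF7 comparison 83.6% of 67 probe sets changed by a log2 of 0.8, 92.5% of 67 changed by 1 and 100% of 66 changed by 2 were called, with 7 calls on unchanged probe sets there, 0 in MDA-MB-231 and 1 in MCF12A cells. The simulated noise was independent and normal, with its size taken from the fit. Only MCF7 cells had changes, in far fewer probe sets than were called on the arrays. So these rates check the steps and need not hold for the arrays. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The number of arrays limits the precision, and no group was large enough to compare other splits of the arrays. Genomic positions, Additional file 4, the tissue samples, qRT-PCR and methylation data were not used here.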

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

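The tests on MHC class I genes and on the decrease of TAGLN in MCF12A cells were chosen after the result was seen.

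Mitotic genes were higher in DMSO-treated than in Mock MCF12A cells by a median log2 difference of 1.81, in a comparison that the paper does not report, with DLGAP5 (2.43, standard error 0.12) and KIF20A (2.38) leading. The median was 1.81 with arrays centred and 1.84 after quantile normalization. The deposited values were already quantile-normalized, so these steps could change little and do not decide on the scaling of the arrays. The tables argue against RNA quality, since the 3′ minus 5′ difference moved by 0.0039 for ACTB and by less for GAPDH. DNA replication genes were higher as well, by a median of 0.62 (20 of 37 higher, camera adjusted p = 1.97e-42), so a candidate explanation is a growth state that differed between the Mock and DMSO cultures, whether from DMSO or from the cultures, which this design leaves open. The paper's selection compares with the Mock cells. With DMSO cells as the baseline the mitosis genes selected for a decrease were 7 and not 45 in MCF7, and 21 and not 35 in MDA-MB-231 cells, and their untreated level in MCF7 against MCF12A cells went from 1.67 to -0.03, while their decrease with AZA against DMSO does not involve Mock.

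Interferon-stimulated genes rose more with AZA in MCF7 than in MDA-MB-231 cells, by a median of 1.44 in a test of the difference (26 of 35 with a larger effect, 3 with a smaller one). With arrays centred (1.43) or quantile-normalized (1.40) the difference stayed, but on values already quantile-normalized these steps do not decide on scaling. Among the 16 members whose DMSO level in MDA-MB-231 cells was at most 0.5 above that in MCF7 cells the median was 1.10. This argues against a higher starting level in MDA-MB-231 cells as the whole cause. For the other 19 it was 1.90, but the DMSO levels that split the members also enter the AZA effects. So the gap between 1.10 and 1.90 does not measure what the starting level contributes. MHC class I genes, which interferon also drives, differed by a median of 1.06 in the same direction (9 of 15 larger, adjusted p = 6.60e-09). A wider interferon-type response to AZA in MCF7 cells is therefore an open hypothesis, found and tested on the same arrays.

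TAGLN (probe set 1) changed with AZA by 4.03 more in MCF7 than in MDA-MB-231 cells, by 5.68 more in MCF7 than in MCF12A cells and by 1.65 more in MDA-MB-231 than in MCF12A cells, each past the test of the difference, and it fell in MCF12A cells. Against the Mock arrays the decrease in MCF12A cells was -0.26 and not called, so a DMSO level above that of Mock cells may account for part of it, but this cannot be told apart from a decrease with AZA, since the value is below 0 and the arrays are few. The actin list without TAGLN had a median of -0.16 in MCF12A cells (camera adjusted p = 0.0531), so a decrease shared with other contractile genes cannot be told apart either at this size.

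Other differences between lines passed a test of the difference. The AZA effect on DNA replication genes was lower in MCF7 than in MCF12A cells by a median of -1.44 and in MDA-MB-231 than in MCF12A cells by -0.69. On mitosis genes the same differences were -0.88 and -0.70, the second of which was not called with an estimated correlation (adjusted p = 0.0675). On actin cytoskeleton genes MCF7 exceeded MDA-MB-231 cells by 1.27.

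Other signals lay in data or genes the paper does not discuss. DMSO against Mock changed 966 probe sets in MCF12A and 322 in MDA-MB-231 cells. In MDA-MB-231 cells the count was 94 with the 4 arrays of the comparison alone, and 212 and 100 without Mock replicates 1 and 2, and 118 and 191 without DMSO replicates 1 and 2. In MCF7 cells limma called 0. At an unadjusted p under 0.05 and any fold 1614 of the 54675 probe sets passed there, a smaller share than the 0.05 that unchanged probe sets would give. Cancer-testis and germline genes rose with AZA by medians of 1.18 in MCF7, 0.38 in MDA-MB-231 and 0.74 in MCF12A cells.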

How the results depend on the processing

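The alternatives for the differences between lines, GAPDH, the enrichments, the untreated lists and the lists with DMSO against Mock were chosen after the data were seen. Over 138 results and 1917 alternative values, 1779 were rated the same, 72 weaker, 9 stronger, 56 moved and 1 reversed. Tested effects were the same if they kept their direction and side of the threshold. Counts were the same within 1.5 times the main count, shares within a confidence interval and mean folds within the spread of the AZA arrays. The agreement of replicates had no alternative. The number of arrays limits the precision, and signal over background limits dim probe sets. Without them the median of the cancer-testis list was 2.92 in MCF7 and 0.64 in MDA-MB-231 cells. These higher medians follow in part from the filter, which kept genes silent with DMSO only where AZA had raised them.

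The fold minimum changes counts by construction. With none, 6175 probe sets were higher and 7578 lower with AZA in MCF7 (8414 and 10276 at the paper's p threshold), 6395 and 6548 in MDA-MB-231 (8707 and 9657) and 4640 and 4097 in MCF12A cells (7391 and 7444), and 1 GAPDH probe set was called. With a minimum of 2 these counts were 1816 and 1323 (1817 and 1328), 1734 and 1086 (1747 and 1087) and 1192 and 559 (1194 and 576), and TAGLN was not called in MDA-MB-231 (0.90 and 0.73) or MCF12A cells (-0.75 and -0.71). The selections then held 575 raised and 632 lowered probe sets in MCF7, 314 and 399 in MDA-MB-231 cells, and 61 and 49 in common, or 10.6% and 19.4% of the raised and 7.75% and 12.3% of the lowered.

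With Mock as the control, 3591 probe sets were lower in MCF12A cells (3751 at the paper's p threshold) and TAGLN was not called there (-0.26 and -0.24). With DMSO in place of Mock as the baseline, the common share was 19.5% of the raised in MDA-MB-231 and 9.43% and 14.1% of the lowered in MCF7 and MDA-MB-231 cells, 1117 of the 1204 probe sets raised and 1804 of the 2115 lowered in MCF7 cells were selected again, and the mitosis list in untreated MCF7 against MCF12A cells turned from 1.67 to -0.0346 (adjusted p = 0.516). With an estimated correlation, 21 list shifts were called in place of 46, which ended the calls of apoptosis in MCF7 (0.24) and of immediate-early regulators in MCF7 (0.60) and MDA-MB-231 cells (0.69). The cause was not tested.

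Without 1 array, TAGLN (probe set 1) ranged from 4.90 to 4.97 in MCF7 and from 0.82 to 0.98 in MDA-MB-231 cells, and the probe sets lowered in MCF12A cells at the paper's p threshold ranged from 2168 to 3604, the highest without MCF12A AZA replicate 1. Differences of AZA effects between MDA-MB-231 and MCF12A cells were 7501, and 4789 and 4740 without MCF12A DMSO replicates 1 and 2, and 4742 and 4738 without MDA-MB-231 AZA replicates 1 and 2. The lone array of a group was then assumed to vary like the other groups.

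No record says that the replicate numbers pair the arrays. Replicate differences correlated between DMSO and AZA by 0.11 in MCF7, -0.03 in MDA-MB-231 and 0.05 in MCF12A cells, between Mock and AZA by 0.10, 0.05 and 0.13, and between Mock and DMSO by 0.36, 0.35 and 0.11. As a replicate block the numbers gave 0, 412 and 1009 probe sets changed by DMSO against Mock in MCF7, MDA-MB-231 and MCF12A cells, in place of 0, 322 and 966. For AZA against DMSO they gave 3921 probe sets higher and 4471 lower in MCF7, 4171 and 3587 in MDA-MB-231 and 2908 and 2191 in MCF12A cells, and ended the list calls of mitosis in MCF12A (adjusted p = 0.0521) and of MHC class I (0.0575) and mesenchymal markers (0.0544) in MDA-MB-231 cells.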

Differences from the paper's values

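The alternatives for GAPDH were chosen after the result was seen. The counts, the shares and the fold changes of TAGLN that were computed again at the paper's thresholds lay within 1.5 times the paper's values, and the log2 fold change of GAPDH matched, but the paper's statement on the false discovery rate of GAPDH did not hold here, as given below.

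The widest gap in these counts was in untreated MCF7 against MCF12A cells at the paper's thresholds: 6797 probe sets were lower and 8215 higher here, against the paper's 5852 and 7082, while in MDA-MB-231 cells 7071 and 8782 stood against the paper's 7069 and 8782. No alternative reached the paper's MCF7 counts, and the lowest, with dim probe sets left out, were 6165 and 7600. How the paper's MCF7 counts arose was not settled, and they bear on the MCF7 selections, with 1204 raised and 2115 lowered here against the paper's 1145 and 1875.

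On GAPDH the paper states that no probe set passed its fold limit and that the false discovery rate was above its limit. Here the most changed GAPDH probe set, whose log2 fold change of -0.28 in MDA-MB-231 cells matches the one the paper prints, was 1.22-fold lower with an adjusted p of 0.0491. Since the log2 values match, the fold exceeds the paper's limit only past the decimal that the limit is written to, and the disagreement lies in the adjusted p. The other 5 probe sets in that line, and all 6 in MCF7 and MCF12A cells, did not pass. Over the alternatives this adjusted p ranged from 6.67e-05 with a variance prior that follows the mean to 0.196 without MDA-MB-231 DMSO replicate 1. For this probe set alone, leaving out that array reached both parts of the paper's statement, with a log2 fold change of -0.25. That alternative was chosen after seeing the values, and TAGLN stayed called in that line under it. The adjusted p of the other 5 probe sets was not followed over the alternatives. With Mock as the control (-0.21, adjusted p = 0.0933) or after quantile normalization (-0.24, adjusted p = 0.0868), both chosen after seeing the values, only the fold was within the paper's limit. The adjusted p was also above the paper's limit without MDA-MB-231 AZA replicate 1 (0.181) and replicate 2 (0.189), but not under the random variance model of the methods (0.0917), with the 4 arrays alone (0.0845) or without DMSO replicate 2 (0.0864).

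The paper counts apoptosis regulation among the pathways enriched for raised genes in MCF7 cells. Its results read as extending these pathways to MDA-MB-231 cells, whereas its discussion names regulation of gene expression and of protein kinases alone as enriched there. The value below for MDA-MB-231 cells thus departs from the wording of its results and not from that of its discussion. Of the apoptosis list used here, which is not the paper's pathway, 5 genes were selected in MCF7 cells, but the list was not enriched among the raised genes of MDA-MB-231 cells (only CFLAR selected, adjusted p = 1).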

Other observations

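The estimated correlation for a list of untreated cells was tried after the data were seen, and no other test reported here was chosen after its result was seen.

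Estrogen receptor targets fell with AZA in MCF7 cells. Of 20 estrogen receptor targets, 14 were lower and 1 higher (median log2 fold change -1.02, camera adjusted p = 1.59e-08), with MYB at -2.67, STC2 at -2.46 and AGR2 at 3.41, while 9 of 13 basal and myoepithelial markers were higher and none lower (1.17, adjusted p = 3.43e-07, and adjusted p = 0.0501 with an estimated correlation). Luminal markers were not called in MCF7 cells (2 of 14 higher and 3 lower, median -0.20, adjusted p = 0.114) but rose in MCF12A cells (8 higher, none lower, 0.89, adjusted p = 5.05e-07), with CDH1 at 3.49 and MUC1 at 1.56, and in MDA-MB-231 cells 6 were higher (0.24, adjusted p = 0.0136, and adjusted p = 0.158 with an estimated correlation). MHC class I genes rose in MCF7 cells (13 of 15 higher, 1.10, adjusted p = 1.15e-10), with PSMB8 at 2.80 and TAP1 at 2.36, from a level below that of untreated MCF12A cells (13 of 15 lower, 1 higher, median -1.72, adjusted p = 2.88e-06, and adjusted p = 0.0994 with an estimated correlation). Genes of homologous recombination fell in MCF7 cells (13 of 25 lower, -0.61, adjusted p = 2.92e-12) and were not called in MDA-MB-231 cells (4 higher, 3 lower, 0.06, adjusted p = 0.792). BRCA1, one of them, was lower in MCF7 (-0.90, adjusted p = 0.000429) and higher in MDA-MB-231 cells (0.87, adjusted p = 0.000621).

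Genes known to be hypermethylated in breast cancer moved both ways. Of 32, 9 were higher and 3 lower in MCF7 (median 0.29, adjusted p = 0.00165, and adjusted p = 0.0972 with an estimated correlation), 10 and 2 in MDA-MB-231 (0.19, adjusted p = 0.0144, and adjusted p = 0.158 with an estimated correlation) and 8 and 3 in MCF12A cells (0.01, adjusted p = 0.320). Of the genes the paper names, the glutathione transferase GSTP1 rose in MCF7 cells (0.84, adjusted p = 0.000463), the death-associated kinase DAPK1 rose in MCF7 (1.83) and MCF12A cells (1.98) and changed by 0.20 in MDA-MB-231 cells (adjusted p = 0.457), RASSF1 changed by 0.15, -0.22 and -0.06 in MCF7, MDA-MB-231 and MCF12A cells and was not called, and the cytokinesis gene ANLN fell in MCF7 (-0.62, adjusted p = 0.00384) and MDA-MB-231 cells (-0.86, adjusted p = 0.000495). The paper names the form RASSF1A, whereas the RASSF1 probe set was chosen by its mean level, so its values need not report on that form. Retinoid response genes rose in MCF7 (8 of 17 higher, 1 lower, 0.48, adjusted p = 0.000400) and MCF12A cells (8 higher, none lower, 0.33, adjusted p = 4.31e-05), and in MDA-MB-231 cells 7 were higher and 1 lower without a call (0.15, adjusted p = 0.0672). Mesenchymal markers rose in MCF7 cells (5 of 22 higher, 0.24, adjusted p = 0.000623), with SPARC at 5.21, and in MCF12A (7 higher, 2 lower, 0.27, adjusted p = 0.00826, and adjusted p = 0.0552 with an estimated correlation) and MDA-MB-231 cells (7 higher, 2 lower, 0.13, adjusted p = 0.0392, and adjusted p = 0.104 with an estimated correlation) they shifted the same way. The DNA methylation machinery had a median of -0.20 in MCF7 cells (-0.26 to -0.10 without 1 array, 2 of 17 lower, adjusted p = 0.0109, and adjusted p = 0.179 with an estimated correlation), with the demethylase TET1 at -2.51, and was not called in MDA-MB-231 (-0.12, adjusted p = 0.123) or MCF12A cells (0.02, adjusted p = 0.647). Imprinted genes were not called in any line (8 of 19 higher and 2 lower in MCF7 cells, adjusted p = 0.0990), nor were markers of immune cells (adjusted p = 0.798, 0.891 and 0.709 in MCF7, MDA-MB-231 and MCF12A cells), endothelial markers (0.492, 0.450 and 0.564) or reference genes (0.891, 0.0531 and 0.725). Some other choices of processing did call imprinted genes in MCF7 and MDA-MB-231 cells and reference genes in MDA-MB-231 cells. Without 1 array the median of the imprinted genes reached 0.45 in MCF7 and 0.31 in MDA-MB-231 cells, against 0.20 and 0.16.

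The apoptosis list as a whole shifted in MCF7 cells (8 of 33 higher, 3 lower, median 0.24, camera adjusted p = 0.00643, and adjusted p = 0.0560 with an estimated correlation), with the death receptor FAS at 3.04 and BCL2 at -1.92. In MDA-MB-231 cells 6 were higher and 6 lower, with a median of -0.06 and a mean of 0.02 (adjusted p = 0.913).

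DMSO against Mock lowered 304 and raised 18 probe sets in MDA-MB-231 cells, among them probe sets of VIM (-2.21, 1 of 2 called) and XPO1 (-1.97, 1 of 3 called).

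Mock MCF12A cells held the epithelial genes CDH1 and KRT19 at log2 levels of 5.12 and 4.87 and the mesenchymal genes TWIST1 and LOX at 11.31 and 12.44. For these genes this goes against the usual description of MCF12A as an epithelial line, and the reason was not tested. They were named for large differences between the untreated lines, so they do not stand for all epithelial or mesenchymal genes.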
